# Identification of genes expressed in a mesenchymal subset regulating prostate organogenesis using tissue and single cell transcriptomics

**DOI:** 10.1038/s41598-017-16685-8

**Published:** 2017-11-27

**Authors:** Nadia Boufaied, Claire Nash, Annie Rochette, Anthony Smith, Brigid Orr, O. Cathal Grace, Yu Chang Wang, Dunarel Badescu, Jiannis Ragoussis, Axel A. Thomson

## Abstract

Prostate organogenesis involves epithelial growth controlled by inductive signalling from specialised mesenchymal subsets. To identify pathways active in mesenchyme we used tissue and single cell transcriptomics to define mesenchymal subsets and subset-specific transcript expression. We documented transcript expression using Tag-seq and RNA-seq in female rat Ventral Mesenchymal Pad (VMP) as well as adjacent urethra comprised of smooth muscle and peri-urethral mesenchyme. Transcripts enriched in female VMP were identified with Tag-seq of microdissected tissue, RNA-seq of cell populations, and single cells. We identified 400 transcripts as enriched in the VMP using bio-informatic comparisons of Tag-seq and RNA-seq data, and 44 were confirmed by single cell RNA-seq. Cell subset analysis showed that VMP and adjacent mesenchyme were composed of distinct cell types and that each tissue contained two subgroups. Markers for these subgroups were highly subset specific. Thirteen transcripts were validated by qPCR to confirm cell specific expression in microdissected tissues, as well as expression in neonatal prostate. Immunohistochemical staining demonstrated that Ebf3 and Meis2 showed a restricted expression pattern in female VMP and prostate mesenchyme. We conclude that prostate inductive mesenchyme shows limited cellular heterogeneity and that transcriptomic analysis identified new mesenchymal subset transcripts associated with prostate organogenesis.

## Introduction

The development of the prostate is regulated by androgens and mesenchymal:epithelial interactions. Several studies have demonstrated that paracrine acting factors made in the mesenchyme play key roles in regulating male reproductive organogenesis. Pathways such as Fgf, Wnt, TGFbeta, Shh, Notch, and others have been identified as participating in prostate development, though it is uncertain whether our knowledge of regulatory pathways is comprehensive (reviewed in^1^). Transcriptional profiling has been applied to whole prostate organs, both in development and adulthood^2–6^. These studies have identified dynamic expression of many pathways. However, the cellular complexity and proportions of different cell types within organs has led to difficulty in attribution of individual transcripts to defined cell subsets, as well as being confounded by changes in cell proportions over time or following hormonal manipulation. Within these datasets, it is difficult to deconvolute pathways expressed in either stromal or epithelial tissue compartments, although some studies have focussed upon mesenchymal and stromal tissue^7,8^. Since mesenchyme is known to regulate organogenesis as well as mediate the effects of hormones upon development, it is important to identify mesenchymally expressed pathways.

During prostate development, several morphogens are expressed in a subset of mesenchyme termed the Ventral Mesenchymal Pad (VMP) and the peri-urethral mesenchyme. The VMP is most apparent on the ventral aspect of the urethra but it encircles the urethra. Its formation precedes the formation of the ventral, lateral and dorsal prostate lobes. It has been defined as a source of inductive mesenchyme using tissue recombination studies^9^, and several pathways show VMP-specific expression^8,10^. Other regions of the stroma also show subset-specific marker and pathway expression, such as smooth muscle and peri-urethral stroma. A detailed anatomic description of stromal subsets has been described, and defined using specific markers^11–13^. The VMP forms in both males and females^9,14^ and constitutively expresses morphogens such as Fgf10^10^. This has led to the question of whether androgens regulate morphogen expression, which has conflicting experimental support (reviewed in^1,15,16^). It has been shown that androgens control the formation of a sexually dimorphic layer of smooth muscle that separates VMP mesenchyme from nascent prostatic buds^17,18^. This layer may regulate inductive signalling from the VMP, and constitutes part of the hormonal mechanism controlling prostate organogenesis. The smooth muscle hypothesis accounts for the non-dimorphic expression of Fgf10 and other morphogens^16^. A prediction of this hypothesis is that morphogens are constitutively expressed in both males and females but are regulated indirectly by androgens and AR acting in the smooth muscle compartment. We have used VMP isolated from females on the day of birth as our model of prostate mesenchyme, since this is when the tissue is largest and also because female VMP lacks prostatic epithelia and is of low cellular complexity. At the same age in males, the VMP has become the Ventral Prostate, and contains a high proportion of branching epithelia, while the mesenchyme is differentiating into smooth muscle and other fibroblast types. Thus, female VMP is a model system with low cellular complexity that is optimal for identification of molecules involved in prostate development. We have previously used SAGE to identify transcripts specifically expressed in the VMP^8^, and noted that mesenchymal pathways may be dysregulated in cancer-associated fibroblasts, associated with EMT, or neuro-endocrine differentiation of tumours. These studies identified Ptn, Dlk1/Notch2, Scube1, EfnB1/EphB3, and Dcn in prostate development^8,19–22^. One of the limitations of SAGE is its low sensitivity in transcript detection, and next generation RNA sequencing based methods such as Tag-sequencing (Tag-seq) and RNA-sequencing (RNA-seq) have considerably higher sensitivity and superior transcript quantitation, as well as high resolution techniques such as single cell RNAseq.

The rationale for our study was to conduct a high resolution transcriptomic analysis of mesenchymal subsets and to examine homo/heterogeneity in regard to cellular composition, as well as to catalogue transcript expression. Cellular heterogeneity is a significant problem in whole organ and tissue transcriptional profiling. Comparison of transcript profiling from microdissected tissue and single cell RNA-seq (scRNA-seq) was used to identify transcripts with tissue and cell specific expression. The markers and pathways identified by such an approach can be deconvolved in whole organ datasets and prioritised for functional studies. We validated expression of VMP-specific transcripts by qPCR and also confirmed expression in neonatal prostate. Immunohistochemistry of Ebf3 and Meis2 confirmed expression in VMP and prostate mesenchyme.

## Results

### Tag-seq and RNA-seq of microdissected mesenchymal tissues

VMP mesenchyme was microdissected from day of birth (P0) female rat urethra to isolate pure VMP mesenchyme as well as adjacent urethra comprised of smooth muscle, peri-urethral stroma and urethral epithelia (SU). Tissue pools were collected and processed for Tag-seq. 

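Tag-seq reads a short tag next to a restriction site of each transcript, so the count of a transcript does not grow with its length. The authors trimmed the reads to the tag, aligned them to the rat genome (Ensembl Rnor_6.0) with Bowtie2, removed mitochondrial and non-unique alignments, and deposited the number of reads per gene without normalization. There was 1 library for each tissue, taken on postnatal day 0. The VMP library held 7870450 counts on 14229 detected transcripts and the SU library 8215177 counts on 15258 detected transcripts. The 10 most abundant transcripts took 8.52% of the counts in VMP and 9.02% in SU. A CPM of 1 equals 7.87 counts in VMP and 8.22 counts in SU. Counts were scaled by the trimmed mean of M values (TMM), and the 12191 transcripts with CPM above 1 in at least 1 library were compared with a reimplementation of the NOISeq scheme for samples without replicates. In this scheme 5 libraries per tissue are simulated at 20% of the depth with a variability of 0.02, a count of 0 is set to 0.5, and a transcript is called differentially expressed (DE) when its q, a rank against the simulated technical noise and not a p-value, is at least 0.9. With 1 library per tissue there is no replicate check, and each call compares the 2 libraries and not the tissues. All intervals cover counting error only. The choice of scaling could change the numbers, since scaling by total count alone moved the median log2 ratio of VMP over SU by 0.13.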

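RNA-seq was carried out on cells dissociated from the VMP and SU tissue pools, with 1 library per tissue. The results of the paper give 1000 cells per pool, while its methods describe bulk libraries of 200 cells, and which number applies to these libraries is not settled by the text. The paper describes the bulk libraries as made in parallel to the single-cell libraries, from purified RNA on a thermocycler. For the single-cell libraries the authors describe trimming with Trimmomatic, alignment with TopHat to the Ensembl transcriptome and then to Rnor_6.0, and removal of amplification duplicates, and the alignment of the bulk libraries is not described apart. The deposited values are numbers of reads per gene without normalization. On genes, the VMP library held 4397699 counts with 19494 transcripts detected, and the SU library 7007767 counts with 19504 transcripts detected. Spike-in controls, which were left out of the library sizes, took 57856 counts (1.30%) in VMP and 79091 counts (1.12%) in SU. The same comparison as for Tag-seq covered 17527 transcripts, without a correction for transcript length. Here the scaling had a larger effect on the median log2 ratio of VMP over SU than in Tag-seq, with a shift of 0.21 by total count alone and of -0.46 without any normalization.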

As a comparator, pools of microdissected tissues were dissociated using collagenase, and 1000 cells from each pool used for RNA-seq. This dissociation enriched for mesenchymal cells in the SU sample, since epithelia remained intact and were separated from the stromal cells. 

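The content of epithelial transcripts was followed with a list of 18 epithelial genes, of which 17 could be matched to an Ensembl ID. The list was written before the deposited counts were examined, but after the paper's tables of DE transcripts had been read. All 17 stand in the paper's own Tag-seq table of DE transcripts, of which the first 1999 of the 2533 rows were used here, so their direction in Tag-seq is not independent evidence. In SU, the 17 genes summed to 10431 CPM (95% exact Poisson interval 10361 to 10501) in Tag-seq of the tissue and to 269 (257 to 282) in RNA-seq of the dissociated cells, a ratio of 38.7. Epcam (ENSRNOG00000015667, chromosome 6 of Rnor_6.0, 11281964 to 11298216) had 5526 CPM in SU tissue and 17.6 CPM in dissociated SU cells. Cdh1 (ENSRNOG00000020151, chromosome 19, 38768467 to 38838395) had 585 CPM and 6.85 CPM. Krt8, with 18.4 CPM and 16.0 CPM, and Krt18, with 13.0 CPM and 11.4 CPM, hardly differed between the assays, and Ovol1 had 16.3 CPM in Tag-seq and 17.4 CPM in RNA-seq. The assays differ in chemistry as well as in dissociation, so a ratio between them holds both. The median log2 ratio of VMP over SU was -3.66 in Tag-seq over 17 genes and -4.21 in RNA-seq over 16 genes with counts, and 0 of 10000 random lists matched on expression had a median as low in either assay. All 17 genes were higher in SU in Tag-seq, and 13 of the 16 in RNA-seq. Cdh3 (2.18), Grhl2 (1.17) and Rab25 (0.46) had RNA-seq ratios toward VMP. These rest on 11 and 3, 15 and 9, and 2 and 2 counts in VMP and SU. In RNA-seq, 8 of the genes had no count in VMP, and with these 8 at a floor of 3 counts the median was -2.26. The alternative that moved this result most was a pseudocount of 5 counts, which gave -1.91 in RNA-seq. From the intact epithelia left behind by the collagenase, the paper reasons that the dissociated SU sample was enriched for mesenchymal cells.

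**Figure D1:**
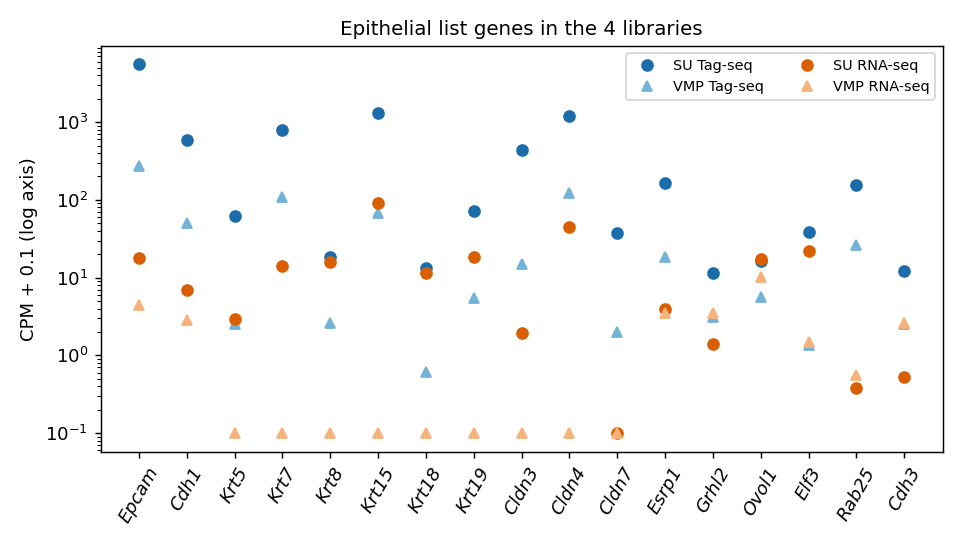
CPM plus 0.1 on a log axis for each of the 17 epithelial genes in the 4 libraries, with circles for SU, triangles for VMP, blue for Tag-seq and orange for RNA-seq. Epcam lies at 5526 CPM in SU Tag-seq and at 17.6 CPM in SU RNA-seq, while Krt8, Krt18 and Ovol1 lie close together in the SU libraries of both assays.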

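In the VMP libraries the 17 epithelial genes summed to 708 CPM (95% exact Poisson interval 690 to 727) in Tag-seq of the tissue, and the SU tissue value was 14.7 times higher. In RNA-seq of dissociated VMP cells they summed to 28.4 CPM (23.7 to 33.9), from 125 counts in all, and the SU value was 9.48 times higher. Epcam had 273 CPM in VMP tissue and 4.32 CPM in dissociated VMP cells, and Krt15 (ENSRNOG00000014099, chromosome 10, 88046803 to 88050622) had 68.1 CPM in VMP tissue and no count in dissociated VMP cells.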

VMP is wholly mesenchymal, though may contain residual traces of epithelia following dissection. Figure 1a shows a schematic diagram of female urethra, while Fig. 1b shows images of tissue dissection and subsequent analysis. Figure 1c shows Tag-seq and RNA-seq library details, as well as identification of differentially expressed transcripts using NOISeq a method based on empirical distribution suitable for comparison of 2 samples with no replicates^23^. Tag-seq identified 1169 VMP and 1364 SU differentially expressed (DE) transcripts, while RNA-seq identified 761 VMP and 975 SU DE transcripts (Fig. 1c). 

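With the deposited counts, 1077 transcripts were called higher in the VMP and 1632 higher in the SU Tag-seq library, and 1738 were called higher in the VMP and 1982 higher in the SU RNA-seq library. On simulated counts with 200 changed transcripts, the same scheme called 91.5% of these for Tag-seq and 80.5% for RNA-seq, with 0 and 1 of the other transcripts called. The smallest simulated change was larger than 1.53, the median log2 ratio of transcripts called higher in VMP in Tag-seq. The simulated noise was counting noise alone, the kind the scheme assumes, so few false calls follow from the construction. How smaller changes or differences between dissections would be called is not shown. The calls were 60.2% in the SU direction in Tag-seq and 53.3% in RNA-seq, and the RNA-seq share was 41.8% when scaled by total count only and 77.6% without normalization. The alternative that moved the numbers most was a q of at least 0.95, with 292 VMP and 932 SU transcripts in Tag-seq and 876 VMP and 1139 SU transcripts in RNA-seq. Requiring an absolute log2 ratio of at least 1.5 as well, the limit given in the legend of Fig. 1, left 576 VMP and 1280 SU transcripts in Tag-seq and 1523 VMP and 1720 SU transcripts in RNA-seq. The paper's own Tag-seq table, in the part held, lists 482 transcripts with an absolute log2 ratio under 1.5.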

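Among the 11273 transcripts tested in both assays, 725 were called DE in both, of which 560 had the same direction and 165 opposite directions. Of the 560, 210 were higher in VMP and 350 higher in SU. If the calls of the 2 assays were unrelated, their numbers alone would give 277 transcripts with the same and 267 with opposite directions. The SU share of the common transcripts was 62.5%, against 49.3% when scaled by total count only and 74.7% without normalization. With an absolute log2 ratio of at least 1.5 as well, the limit in the legend of Fig. 1, the common transcripts were 407 (129 VMP and 278 SU). The alternative that moved the number most was edgeR's quasi-likelihood test over the 4 libraries with the assay as a block, which called 39 transcripts (1 VMP and 38 SU) at a Benjamini-Hochberg adjusted p of 0.05, and 925 at an unadjusted p of 0.05. DESeq2 with the same block called 316 transcripts. In these fits the spread is the disagreement between the assays and not between animals. Across transcripts, the log2 ratios of VMP over SU in Tag-seq and RNA-seq had a Pearson r of 0.209 and a Spearman rho of 0.176, with the same sign in 55.1% of transcripts, which are not independent replicates. Of the common transcripts with at least 50 counts in the higher library of each assay, those with the largest mean log2 ratio toward VMP were Linc00176, Krt26, Ret, Tnfsf13b and Ap3b2, and toward SU Krt15, Gprc5a, Tnfrsf19, Krt17 and Cldn4. All of these except Tnfsf13b had no RNA-seq count in the other tissue, so their ranks depend on the value of 0.5 set for 0. Tnfsf13b (ENSRNOG00000014464, chromosome 16 of Rnor_6.0, 85275678 to 85306366) had a log2 ratio of 2.46 (95% counting interval 2.29 to 2.63) in Tag-seq and 8.05 in RNA-seq, from 1443 counts in VMP and 7 in SU. Gprc5a (ENSRNOG00000008412, chromosome 4, 168832910 to 168851652) had a log2 ratio of -4.88 (-5.50 to -4.38) in Tag-seq, and in RNA-seq it was at least 90.7-fold lower in VMP, where it had no count.

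**Figure D2:**
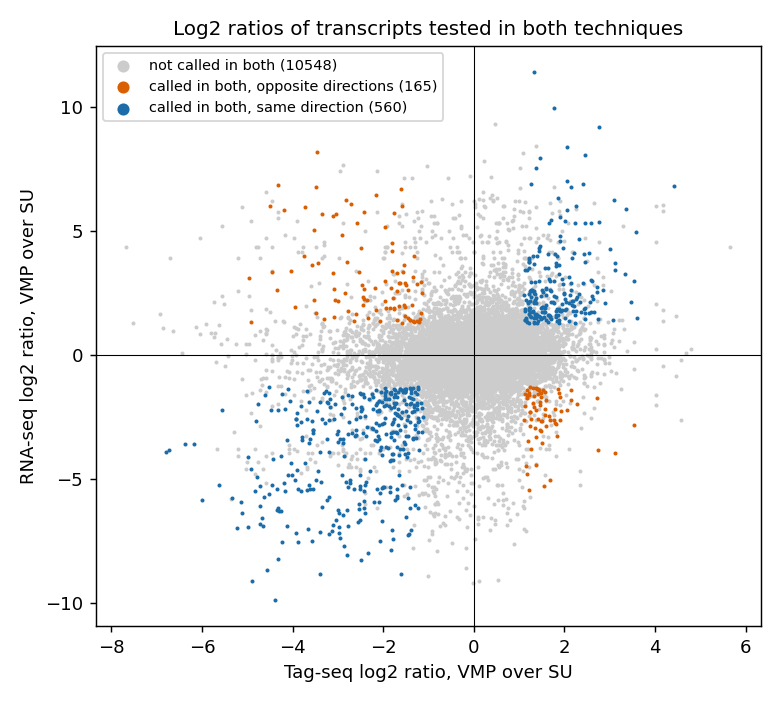
Log2 ratio of VMP over SU in Tag-seq (horizontal axis) and in RNA-seq (vertical axis) for the 11273 transcripts tested in both, 1 point per transcript. Blue points are the 560 called in both with the same direction, orange points the 165 called in both with opposite directions, and grey points the transcripts not called in both.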

When transcripts identified as differentially expressed were compared between the two different techniques (Tag-seq and RNA-seq) we observed 400 transcripts as common to both (Fig. 1d). 

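For each DE transcript the size of the log2 ratio between the VMP and SU libraries was taken. In Tag-seq the median was 1.53 (quartiles 1.31 and 1.88) for the 1077 VMP transcripts and 2.10 (1.54 and 3.20) for the 1632 SU transcripts. In RNA-seq it was 2.53 (1.79 and 4.49) for the 1738 VMP transcripts and 2.54 (1.74 and 4.18) for the 1982 SU transcripts. In RNA-seq, 319 of the VMP and 360 of the SU transcripts had no count in the other library, so that their ratio depends on the value set for 0, and without them the medians were 2.21 and 2.20. With them at a floor of 3 counts, the RNA-seq medians were 2.53 and 2.42. In Tag-seq only 1 VMP and 33 SU transcripts had no count in the other library.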

The fold difference of DE transcripts showed similar distributions between Tag-seq and RNA-seq in VMP and SU subsets (Supplementary Figure 1). Comparison of the DE transcripts to the human foetal prostate transcriptome^19,24^ (EMB) co-identified 219 transcripts suggesting that a high proportion (54%) of DE transcripts are expressed during human prostate development (Supplementary Figure 2). At early stages of human prostate development, the organ contains a high proportion of mesenchyme, which likely contributes to the similarity between VMP and foetal prostate transcriptomes.

**Figure 1:**
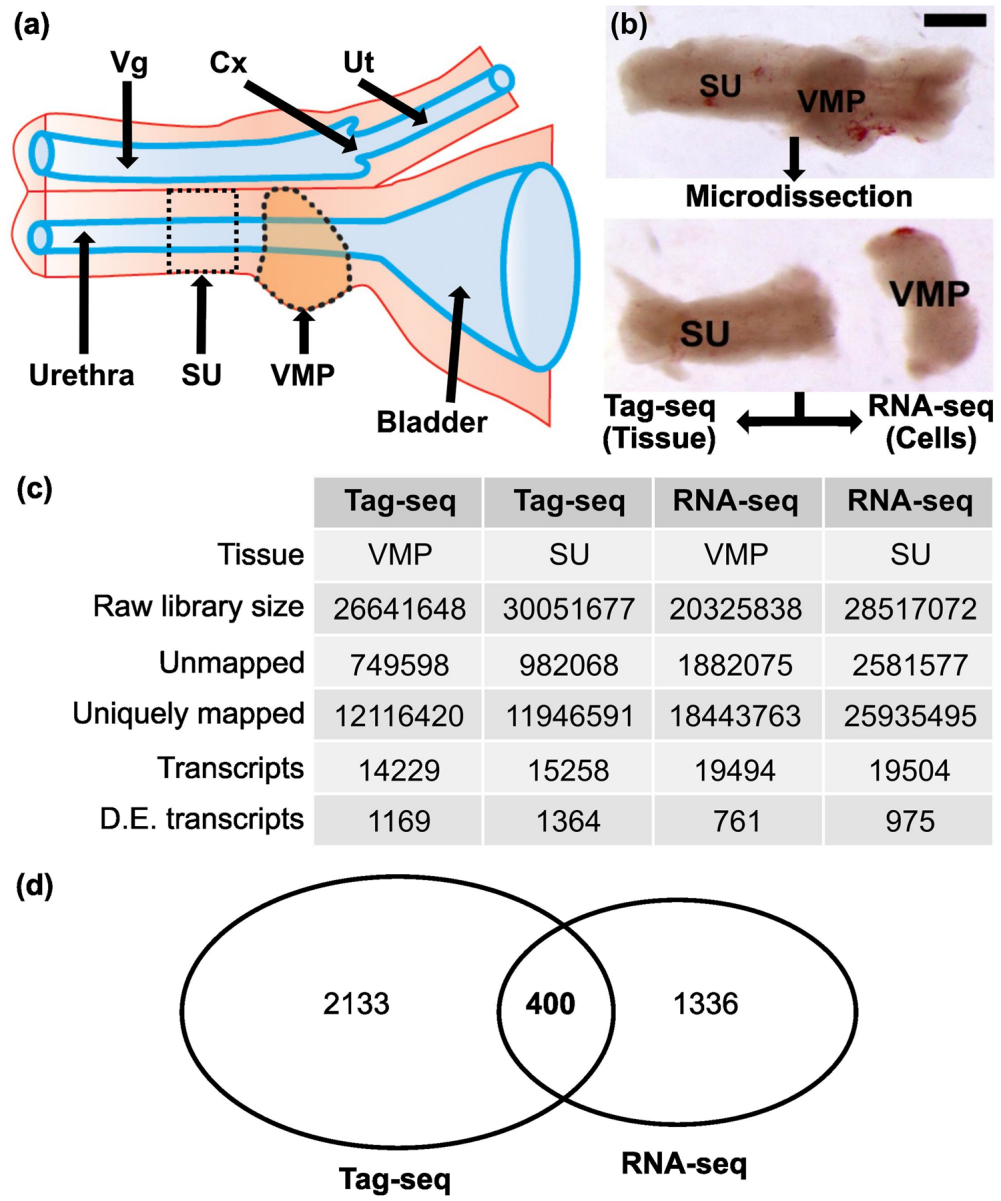
Identification of transcripts differentially expressed in VMP and SU tissues using Tag-seq and RNA-seq. (**a**) A schematic diagram of P0 female urethra illustrating the position of the VMP on the urethra, and an adjacent region of urethra comprised of smooth muscle and urethral epithelia (SU). Vg = Vagina, Cx = Cervix, Ut = Uterus; only one uterine horn is illustrated. (**b**) P0 urethra was micro-dissected to yield VMP mesenchyme and adjacent SU. Micro-dissected VMP consists of pure mesenchyme and lacks epithelia, while SU contains both mesenchyme and epithelia. Tag-seq libraries were prepared from microdissected VMP and SU tissues (Tissue), while RNAseq libraries were prepared from cell suspensions from tissue digested with collagenase (Cells). This enabled the removal of urethral epithelium from the SU cell sample. (**c**) Details of Tag-seq and RNA-seq libraries, and differentially expressed transcripts. A statistical package, NOISeq, was used to define differentially expressed (DE) transcripts in both Tag-seq and RNA-seq datasets. Transcripts with an absolute log2 fold-change (M) ≥ 1.5 and a diverge probability (q) > 0.9 were considered to be differentially expressed. (**d**) Venn diagram showing overlap between DE transcripts in Tag-seq vs RNA-seq data, and identification of 400 DE transcripts common to both techniques.

### Gene Set Enrichment Analysis of subset-specific transcripts

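Scube1, Nell2, Rspo2, Rspo3, Ptn, Igf2, Sfrp1 and Fgf10 were called higher in VMP in both assays. Rspo2 (ENSRNOG00000037687, chromosome 7 of Rnor_6.0, 81924050 to 82059789) had the largest log2 ratio of the 8 in both, with 2.77 (95% counting interval 2.55 to 3.00) in Tag-seq, from 1348 and 188 counts in VMP and SU, and 5.34 (4.76 to 6.06) in RNA-seq, from 664 and 22 counts. Fgf10 (ENSRNOG00000012278, chromosome 2, 51672722 to 51750369) had 1.79 (1.71 to 1.87) and 4.06 (3.85 to 4.28). Sfrp1 (ENSRNOG00000017783, chromosome 16, 73372007 to 73410777) had 2.54 (2.45 to 2.64) and 4.10 (3.37 to 5.05), and Rspo3 (ENSRNOG00000011568, chromosome 1, 30681681 to 30766860) had 2.40 (2.16 to 2.66) and 2.89 (2.61 to 3.18). Nell2 (ENSRNOG00000006235, chromosome 7, 136526496 to 136853957) had the smallest Tag-seq ratio, 1.22 (0.92 to 1.52), and 3.83 (3.59 to 4.09) in RNA-seq. Ptn (ENSRNOG00000011946, chromosome 4, 64239158 to 64330996) was the most abundant, with 4617 CPM in VMP and 1802 CPM in SU in Tag-seq, and had log2 ratios of 1.23 and 1.80. Igf2 (ENSRNOG00000020369, chromosome 1, 215828102 to 215846911) had 1.56 and 1.74, and Scube1 (ENSRNOG00000010617, chromosome 7, 124501988 to 124620703) 1.84 and 1.86. Dlk1 (ENSRNOG00000019584, chromosome 6, 133552821 to 133583751), drawn in the same heatmap, had 0.94 (0.88 to 1.00) in Tag-seq with a q of 0.850, under the limit, and 1.63 (1.50 to 1.76) in RNA-seq, where it was called. The paper takes its heatmap of the common DE transcripts as support for differential expression between VMP and SU.

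**Figure D3:**
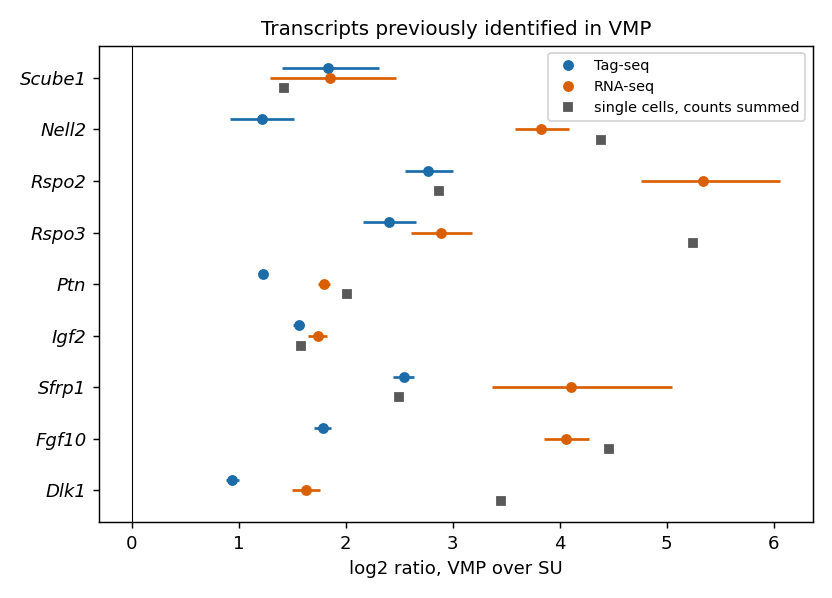
Log2 ratio of VMP over SU for Dlk1 and the 8 transcripts, with lines for the 95% counting intervals of the Tag-seq (blue) and RNA-seq (orange) libraries, and grey squares for counts summed over single cells. All points lie above 0, from 0.94 for Dlk1 in Tag-seq to 5.34 for Rspo2 in RNA-seq.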

Visualisation of the 400 differentially expressed transcripts by heatmap supported the differential expression between VMP and SU, which was also evident in transcripts previously identified as VMP specific or enriched (Scube1, Nell2, Rspo2, Rspo3, Ptn, Igf2, Sfrp1, Fgf10)^8^ (Fig. 2a). Gene Ontology analysis identified regulation of epithelial cell proliferation, migration and growth factor response as associated with VMP enriched transcripts (Fig. 2b), as well processes involved in glycosaminoglycan binding and axon guidance. Molecular functions such as Wnt and Vegf protein binding as well as promoter DNA binding were also identified as significant in VMP enriched transcripts (Supplementary Figure 3). 

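A list of 19 skeletal muscle genes was written before the counts were examined but after the paper's tables of DE transcripts were read. Of these genes, 13 could be matched to an ID. That is 68.4%, under the 80% needed, so no median is given for the list. The IDs came from the paper's tables of DE transcripts, of which the first 1269 of the 1736 rows were used for RNA-seq, so a matched gene is one that was called in at least 1 assay. Myog (ENSRNOG00000030743, chromosome 13 of Rnor_6.0, 51126459 to 51129048) had a log2 ratio of VMP over SU of -1.69 (95% counting interval -1.84 to -1.54) in Tag-seq and -5.38 (-6.13 to -4.78) in RNA-seq. Myh3 (ENSRNOG00000046276, chromosome 10, 53621375 to 53645194) had -2.16 and -2.72, and Chrna1 (ENSRNOG00000018286, chromosome 3, 60445666 to 60460724) had -3.72 and -4.36. Tnni1 had -2.10 and -2.81, Mylpf -2.69 and -1.63, and Myl1 -2.41 and -5.23 (-11.13 to -3.29), the last from 1 and 77 counts. Without a count in VMP RNA-seq were Myod1 (-2.51 in Tag-seq, at least 16.5-fold lower in VMP in RNA-seq) and Ckm (-2.97, at least 13.6-fold lower). Myf5, which was not called in Tag-seq (-0.18), had no RNA-seq count in VMP either (at least 63.1-fold lower), and Tnnt1, also not called in Tag-seq, had -0.72 and -2.79. Not called in RNA-seq were Tnni2 (-4.07 in Tag-seq and -0.67 in RNA-seq), Tnnc2 (ENSRNOG00000015155, chromosome 3, 161243587 to 161246351), the most abundant of the 13 in Tag-seq with 3158 CPM in SU and 614 CPM in VMP (-2.49 and -0.22, -0.66 to 0.20), and Acta1 (-2.61 and -0.07, -0.55 to 0.39), whose sign in RNA-seq depends on the scaling. Of 13 smooth muscle genes only 3 could be matched. Lmod1 had -1.89 in Tag-seq and 1.16 in RNA-seq, Des had 0.07 and 2.12, and Ldb3 had -1.88 (-2.11 to -1.66) and -1.69 (-4.29 to -0.04), the last from 3 and 15 counts.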

Gene Ontology analysis of SU identified several pathways associated with muscle development consistent with its tissue composition (Fig. 2b).

**Figure 2:**
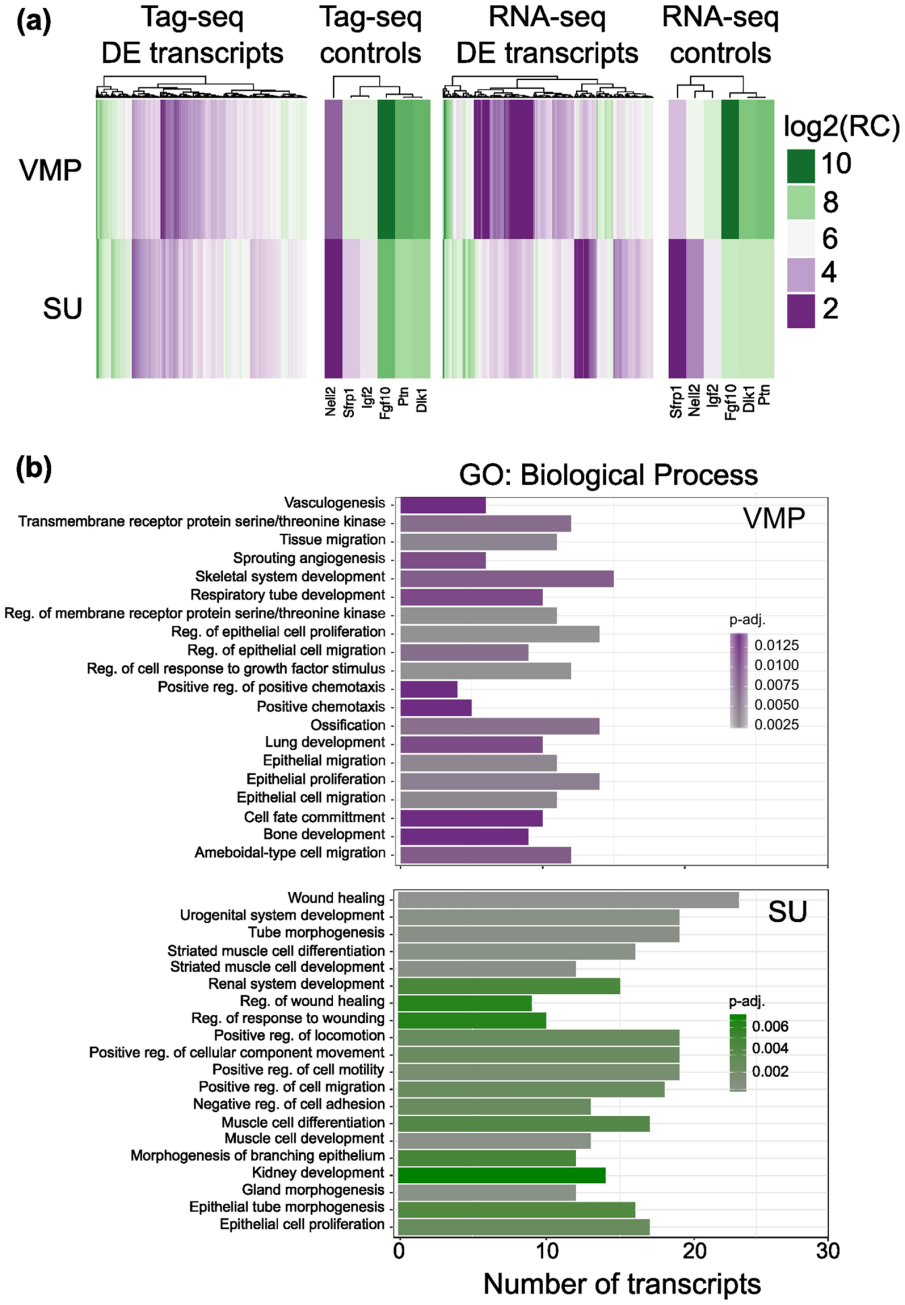
Differential expression of transcripts between VMP and SU, and Gene Ontology of pathways associated with tissue subsets. (**a**) Heatmap representing expression values of the 400 differentially expressed transcripts (M ≥ 1.5 and q > 0.9) between VMP and SU identified by both Tag-seq and RNA-seq, as well as previously published markers of VMP (Nell2, Sfrp1, Igf2, Fgf10, Ptn, Dlk1). The colour key represents log_2_-trimmed mean of M component normalized read counts (log2(RC)). Both Tag-seq and RNA-seq identified transcripts showing differential expression between SU and VMP (**b**) Gene ontology analysis of VMP and SU enriched transcripts. The figure shows the biological process group found with an FDR adjusted *P*-value < 0.05. Bar length represent the number of VMP and SU enriched transcripts in each group and the shade of colour the adjusted *P*-value for the enrichment. VMP showed enrichment of pathways related to regulation of epithelial proliferation, migration and response to growth factors, while the SU showed enrichment of pathways related to muscle development consistent with its tissue composition.

### Single cell RNAseq of mesenchymal subsets

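Single cells of 1 pool of each tissue were captured in the chambers of a Fluidigm C1 chip, where each cell is lysed and its full-length cDNA amplified. The paper gives 52 VMP and 63 SU cell libraries, and the sample labels give 49 VMP and 66 SU cells, all of which were used here under their labels. The authors deposited the number of reads per gene and cell without normalization, after trimming, alignment to Rnor_6.0 and removal of amplification duplicates. There are no molecular identifiers, so reads are not independent molecules. The tables hold 32662 genes and 95 spike-in sequences, 92 of them from the ERCC mix. Summed over cells, VMP had 29808935 and SU 44206782 counts on genes. Since the cells of a tissue come from 1 pool, cells are not replicates, and no test between the tissues was made from them. Counts were summed per tissue for ratios, and shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals. For comparisons across depth, each cell was also thinned at random to 199849 counts, the depth of the shallowest cell.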

To examine transcript expression and identify DE transcripts at single cell resolution, we performed scRNA-seq on dissociated cells derived from microdissected VMP and SU. VMP and SU single cells were isolated using a Fluidigm C1 chip, RNA-seq libraries were prepared and sequenced. scRNA-seq data was quality controlled to remove cells with low library size and low number of mapped genes as well as a high ratio of reads mapped to mitochondrial DNA and spike-in controls. The distribution of library size, number of mapped genes, proportion of reads mapped to mitochondrial DNA and proportion of reads mapped to spike-in controls are shown in Supplementary Figure 4a,b. 

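Counts on genes per cell ranged from 248738 to 1200734 with a median of 614376 in VMP, and from 199849 to 1488320 with a median of 631066 in SU. The median number of genes detected was 5545 (4075 to 6962) per VMP cell and 6183 (3946 to 10057) per SU cell. Spike-in controls took a median of 13.5% (4.69% to 33.0%) of the reads of VMP cells and 11.4% (3.43% to 29.2%) of those of SU cells. The share of mitochondrial reads was not analysed here.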

Cell cycle was analysed in all cells and represented a median of 3.16% of gene expression variance (Supplementary Figure 5). 

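Principal components were computed on log2 (spike-in normalized count + 1) of the 10150 genes with reads in at least 20 cells. The share of a component's variance explained by the tissue of the cell (R2) was highest for the second component of the 10 examined, at 0.773. The alternative that moved it most was normalization by library size, with 0.497, and with each cell thinned to the same number of counts it was 0.647. As each tissue is 1 pool of cells, the separation of tissue and of pool is the same.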

We performed a PCA plot (Supplementary Figure 5c,d) and observed a clear separation of cells according to cell type (PC2 R^2^ = 0.58) but not according to cell-cycle stage (PC23 R^2^ = 0.17) indicating that cell cycle ha**s** a minor confounding effect. We have observed that VMP cells do not grow as primary cultures, but that SU stroma will grow *in vitro* (unpublished), and we suggest that differences between VMP and SU tissues may include factors related to proliferation, but that differences in cell cycle are a minor component of our data. 

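Cells were removed when their library size or number of genes lay more than 3 median absolute deviations (MADs) below the median, or their spike-in share more than 3 MADs above it. Over all cells together, all 49 VMP and 66 SU cells passed. The alternative that moved this most was taking medians within each tissue, with 47 VMP and 65 SU cells passing. The criterion on mitochondrial reads was not applied here.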

In total 49 VMP and 62 SU single cells passed quality control and were used for further analysis. 

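On the first component the R2 of tissue was 0.0622 with spike-in normalization. It was 0.126 with the 500 most variable genes, 0.108 centred only, 0.179 after thinning, and 0.347 with library size normalization. With spike-in normalization that component took 11.2% of the variance, and the second component, which separated the tissues, took 3.07%. The size of the Spearman rho with the number of genes detected was 0.70 for the first and 0.24 for the second component. From the separation of VMP and SU cells in its plot, the paper concludes that the dissociated populations kept their tissue identities.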

The landscape of cells in 2D space is shown by principal component analysis (PCA) and showed a separation between VMP and SU cell types demonstrating that dissociated cell populations retained their different tissue identities (Fig. 3a). Two algorithms (MAST^25^ and scDD^26^) were used to identify DE transcripts from scRNA-seq data. 513 and 1407 DE transcripts were identified by MAST and scDD respectively with 352 transcripts common to both (Fig. 3b). Visualization of the 352 DE transcripts by heatmap and hierarchical clustering showed a clear separation between VMP and SU cell populations (Fig. 3c). 

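The transcripts called in both Tag-seq and RNA-seq with the same direction were followed in the single cells, with counts summed over the cells of each tissue. The paper describes its bulk libraries as made in parallel from the cell suspensions. The single cells are then not independent of the RNA-seq calls, and a difference between pools or from dissociation would appear in both. Of the 210 transcripts higher in VMP, 207 had counts in cells, and their median log2 ratio of VMP over SU was 1.75 (quartiles 0.26 and 3.33). The direction was the same for 165 of them (79.7%). Of the 350 transcripts higher in SU, 322 had counts in cells, with a median of -2.08 (quartiles -4.78 and -0.17) and the same direction for 250 (77.6%). Of 10000 random lists of the same size matched on expression, 0 had a median as far from the rest in either direction. The alternatives that moved the medians most were the mean of spike-in normalized counts for VMP, with 1.27, and for SU the mean of spike-in normalized counts, with -2.54, and a pseudocount of 5 counts, with -1.63.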

Figure 3d shows a Venn diagram of DE transcripts from tissue based analysis (400) compared to DE transcripts in scRNA-seq (352), which identified 44 transcripts as common to both. To further assess the effect of cell cycle status on DE transcript analysis, we compared the 352 DE transcripts to the list of cell cycle associated genes. A minority of DE transcripts (19, ~5%) were found to be cell cycle associated (Supplementary Figure 6a). We also identified DE transcripts between VMP and SU cells using MAST with or without adjusting for cell cycle. We found that correcting for cell cycle bias made a minor difference to the results (513 vs 578 transcripts; 453 common between analyses) (Supplementary Figure 6b). Comparison of the DE transcripts to the human foetal prostate transcriptome^19,24^ co-identified 27 transcripts suggesting that a high proportion (61%) of scRNA-seq identified DE transcripts are also expressed during human prostate development (Supplementary Figure 7). 

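Ebf3 (ENSRNOG00000016102, chromosome 1 of Rnor_6.0, 209523157 to 209641123) had at least 1 read in 49 of 49 VMP and 66 of 66 SU cells, with 103 and 20.1 CPM over the summed counts. With at least 10 reads, the alternative that moved the shares most, it was found in 37 VMP (75.5%) and 18 SU (27.3%) cells. Meis2 (ENSRNOG00000004730, chromosome 3, 107559997 to 107760589) had reads in 49 VMP and 62 SU cells, with 725 and 159 CPM. Rspo2 had reads in 47 VMP cells (95.9%) and 29 SU cells (43.9%, 95% interval 31.7% to 56.7%), with 148 and 20.2 CPM. In the other direction, Col4a5 (ENSRNOG00000018951, chromosome X, 112769645 to 112983685) had reads in 20 VMP cells (40.8%, 27.0% to 55.8%) and 66 SU cells, with 11.3 and 209 CPM. Enpp2 (ENSRNOG00000004089, chromosome 7, 94480396 to 94563001) had reads in 23 VMP cells (46.9%, 32.5% to 61.7%) and 65 SU cells (98.5%, 91.8% to 100.0%), with 25.3 and 649 CPM. With each cell thinned to the same number of counts, Col4a5 had reads in 18.4% of VMP and 95.5% of SU cells, and Ebf3 in 95.9% and 92.4%. Hspa1b, also drawn in Fig. 3e, was not analysed here.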

The distribution of expression of the transcripts was visualized by violin plot and demonstrated cell population specificity between VMP and SU cells (Fig. 3e and Supplementary Figure 8). Gene ontology analysis was performed on DE transcripts and significantly enriched terms were identified in the SU compartment only (Supplementary Figure 9). Pathways such as urogenital system development and functions such as Wnt pathway protein binding were identified supporting the gene ontology analysis performed on Tag- and RNA-seq whole tissue samples. 

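In the single cells, Ptn had reads in 49 of 49 VMP and 66 of 66 SU cells, with 1271 CPM (95% exact Poisson interval 1258 to 1284) over the summed VMP counts and 315 CPM (310 to 321) in SU, a log2 ratio of 2.01. Dlk1 had reads in 37 of 49 VMP cells (75.5%, 61.1% to 86.7%) and 25 of 66 SU cells (37.9%, 26.2% to 50.7%), with 337 CPM (330 to 343) and 30.8 CPM (29.2 to 32.5), a log2 ratio of 3.45. Since reads of amplified cDNA are not independent molecules, the Poisson intervals are too narrow, and they leave out the spread between cells.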

We compared our data with an earlier SAGE analysis of VMP transcript expression, this identified a low percentage overlap (4%) but among the co-identified were Dlk1 and Ptn which were experimentally confirmed as VMP specific^20,27^ (Supplementary Figure 10).

**Figure 3:**
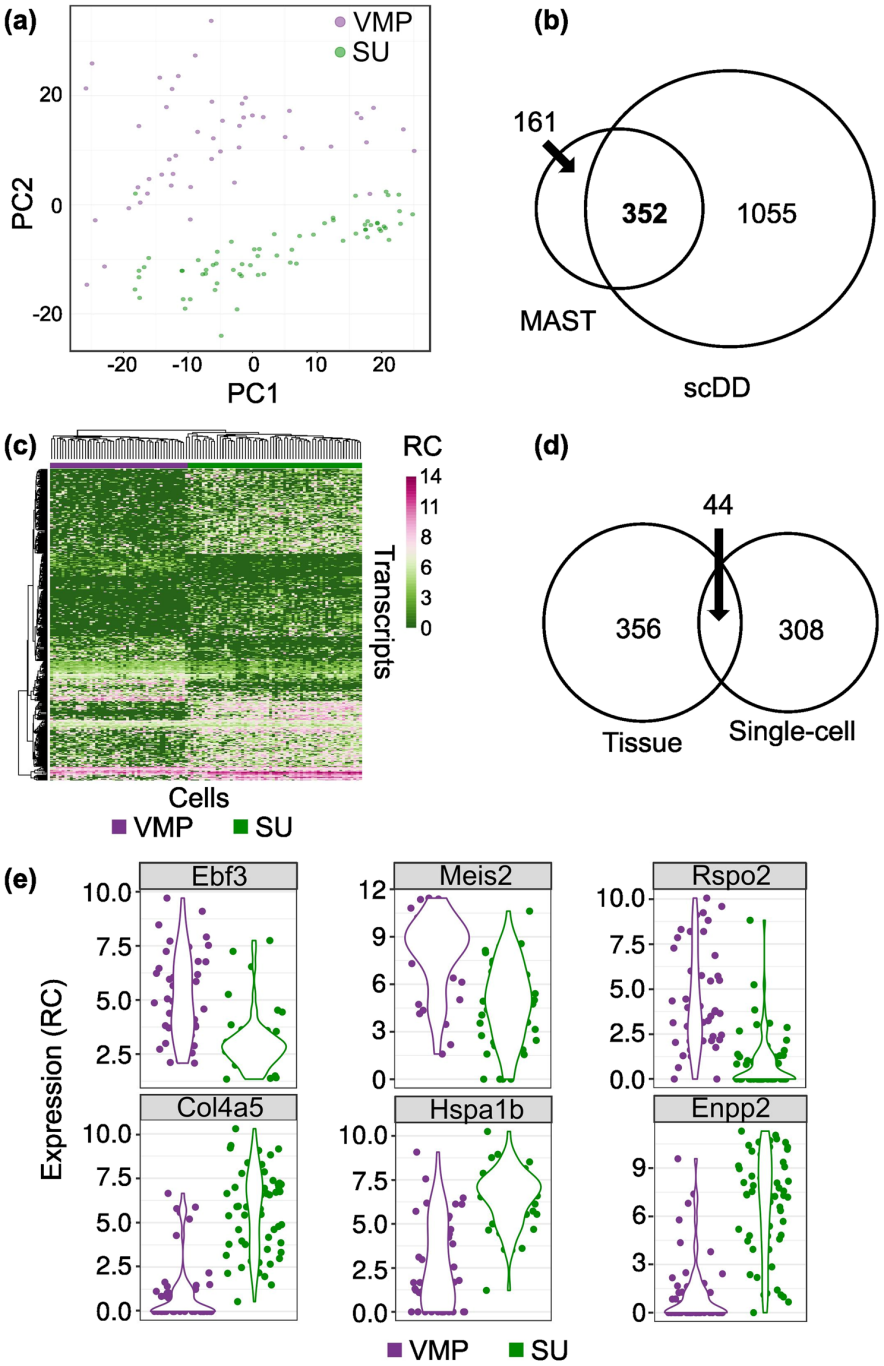
Single-cell RNA-seq of dissociated VMP and SU cells. Microdissected tissues were digested with collagenase to provide single cell suspensions for separation using a Fluidigm C1 microfluidic chip, and subsequent library preparation and sequencing. (**a**) PCA plot of whole transcriptome data distinguished VMP from SU cells. (**b**) Venn diagram showing the overlap between the DE transcripts identified by MAST (Benjamini-Hochberg adjusted *P*-value < 0.05) and the DE transcripts identified by scDD method (fold change > 1.5 and Benjamini-Hochberg adjusted *P*-value < 0.05). (**c**) Heatmap representing the log_2_ expression values (normalized read count + 1) (RC) of the common 352 DE transcripts between VMP and SU cells. (**d**) Venn diagram of DE transcripts identified by Tag-seq/RNA-seq and DE transcripts identified in scRNA-seq. 44 transcripts were common between both approaches. (**e**) Violin plots showing the distribution of log2 (normalized read count + 1) (RC) across VMP (top row) and SU (bottom row) cells for selected DE transcripts with adjusted *P*-value < 0.0001 identified by MAST and scDD.

### Analysis of cellular heterogeneity using single cell RNAseq

We next performed a subset analysis using two algorithms (Seurat^28^ and SC3^29^) to determine whether VMP and SU cells were homogeneous or composed of subgroups. 

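Clustering of the 115 cells with Seurat, with 2000 variable genes, 10 principal components and a resolution of 0.8, gave 2 clusters. Cluster 1 held 66 SU and 2 VMP cells, and cluster 2 held 47 VMP cells, so 98.3% of the cells were grouped with a majority of their own tissue. Other planned settings gave 2 or 3 clusters. The number was 3 at a resolution of 1.2, with 5 principal components, and with each cell thinned to the same number of counts. At a resolution of 1.2 the SU cells were split into clusters of 39 SU cells and of 27 SU with 3 VMP cells, while 46 VMP cells formed 1 cluster. K-means with the number fixed at 4 gave clusters of 50 SU cells, of 43 VMP cells, of 12 SU with 4 VMP cells, and of 4 SU with 2 VMP cells. Cells simulated without any difference between them were also put into 2 clusters, which held 57.4% of cells with a majority of their own tissue, so a number of clusters alone does not show distinct groups.

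**Figure D4:**
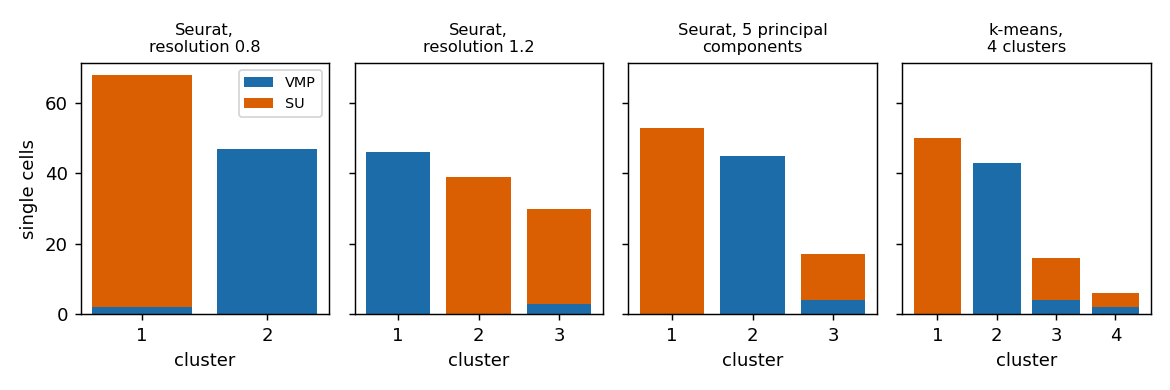
Number of single cells per cluster under 4 settings, with VMP cells in blue and SU cells in orange. Seurat at resolution 0.8 gave 2 clusters of 68 and 47 cells, and k-means with 4 clusters gave 2 clusters of a single tissue and 2 that hold cells of both.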

With both algorithms, single cells were organized into four distinct clusters (two VMP and two SU clusters, Fig. 4 & Supplementary Figure 11). tSNE analysis showed organization of cells into 4 distinct clusters in 2D space (Fig. 4a). This suggests that VMP and SU compartments are not homogeneous. 

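When the cells of each tissue were clustered alone with the same settings, a step added after seeing the data, the 49 VMP cells formed 1 cluster and the 66 SU cells formed 2, of 39 and 27 cells. From its own clusters, the paper proposes that the VMP and SU compartments are heterogeneous.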

Transcripts enriched within each of the four clusters were identified using the Seurat algorithm by first identifying the most variable genes between each cluster followed by a statistical ROC analysis to identify the transcripts differentially expressed between each of the four clusters. A total of 846 DE transcripts were identified between the four clusters with an AUC score > 0.75 and a power score > 0.4. Of these, 290 were classified as enriched for cluster 1 (SU cells), 294 were classified as enriched for cluster 2 (SU cells), 103 were enriched for cluster 3 (VMP cells) and 159 were enriched for cluster 4 (VMP cells). The expression of these transcripts were visualized by heatmap and showed a clear separation of the four cell clusters (Fig. 4b). Figure 4c and Supplementary Figure 12 shows the distribution of expression of representative transcripts from each of the four clusters by violin plot at single cell resolution.

**Figure 4:**
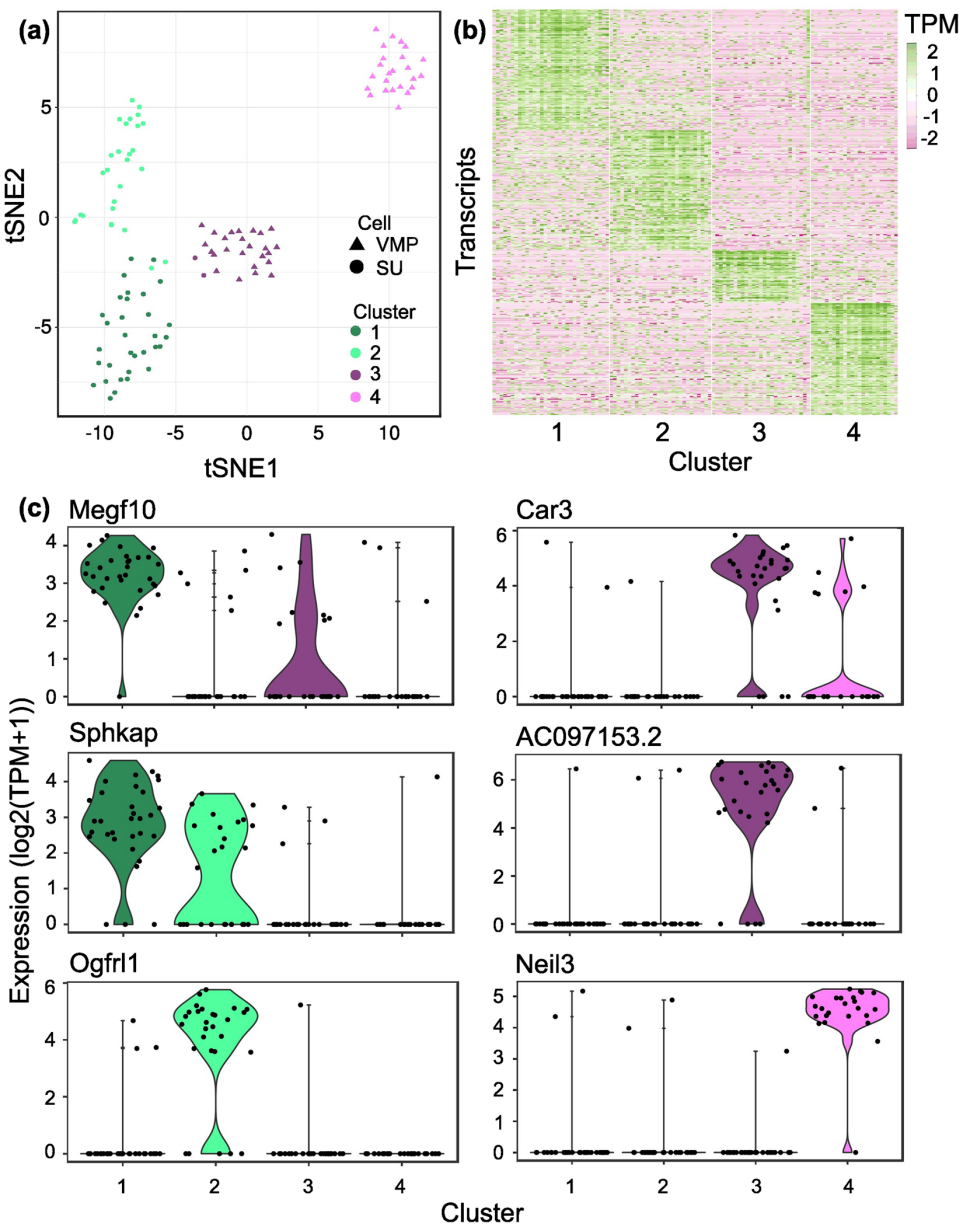
Identification and characterization of distinct cell subpopulations within VMP and SU tissue compartments. (**a**) tSNE analysis identified markers of cell subpopulations that separates both VMP and SU in to two distinct VMP and two distinct SU cell subpopulations labeled clusters 1 through 4 respectively. (**b**) Expression heatmap of most discriminatory cluster markers (avg_diff > 0 and AUC > 0.75) across VMP and SU cell populations. Expression values presented as log_2_ (TPM + 1) (TPM). (**c**) Violin plots showing expression of selected cluster marker genes across VMP and SU cell populations. Expression is presented as log_2_ (TPM + 1). Width of the violin plot indicates frequency of cells with that expression level.

### Validation of compartment specific transcript expression by qPCR

To validate differential expression of VMP and SU enriched transcripts, we performed qPCR upon pooled microdissected tissues. In addition to VMP and SU tissues, we included ventral prostate (VP) and dorsal/dorsolateral prostate (DP) to compare expression between VMP and prostate lobes. Prostate tissue was composed of both mesenchyme and epithelia, thus mesenchyme-specific transcripts would be diluted due to the presence of epithelia in VP and DP. We examined 11 of our differentially expressed transcripts by qPCR in VMP, SU, VP and DP samples (Fig. 5), as well as a panel of known VMP enriched (Fgf10, Ptn, Scube1) or SU enriched (Aldh1a3, Wnt5a, Lef1 and Bmp4, Supplementary Figure 13) transcripts. Overall, our VMP differentially expressed transcripts were significantly enriched in VMP tissues versus SU tissues by qPCR. This validated our bioinformatic approaches for identification of VMP enriched transcripts. A subset of transcripts also showed VMP enrichment as well as expression in VP and DP. Our SU enriched transcripts outperformed known SU enriched markers upon validation by qPCR (Fig. 5 and Supplementary Figure 13).

**Figure 5:**
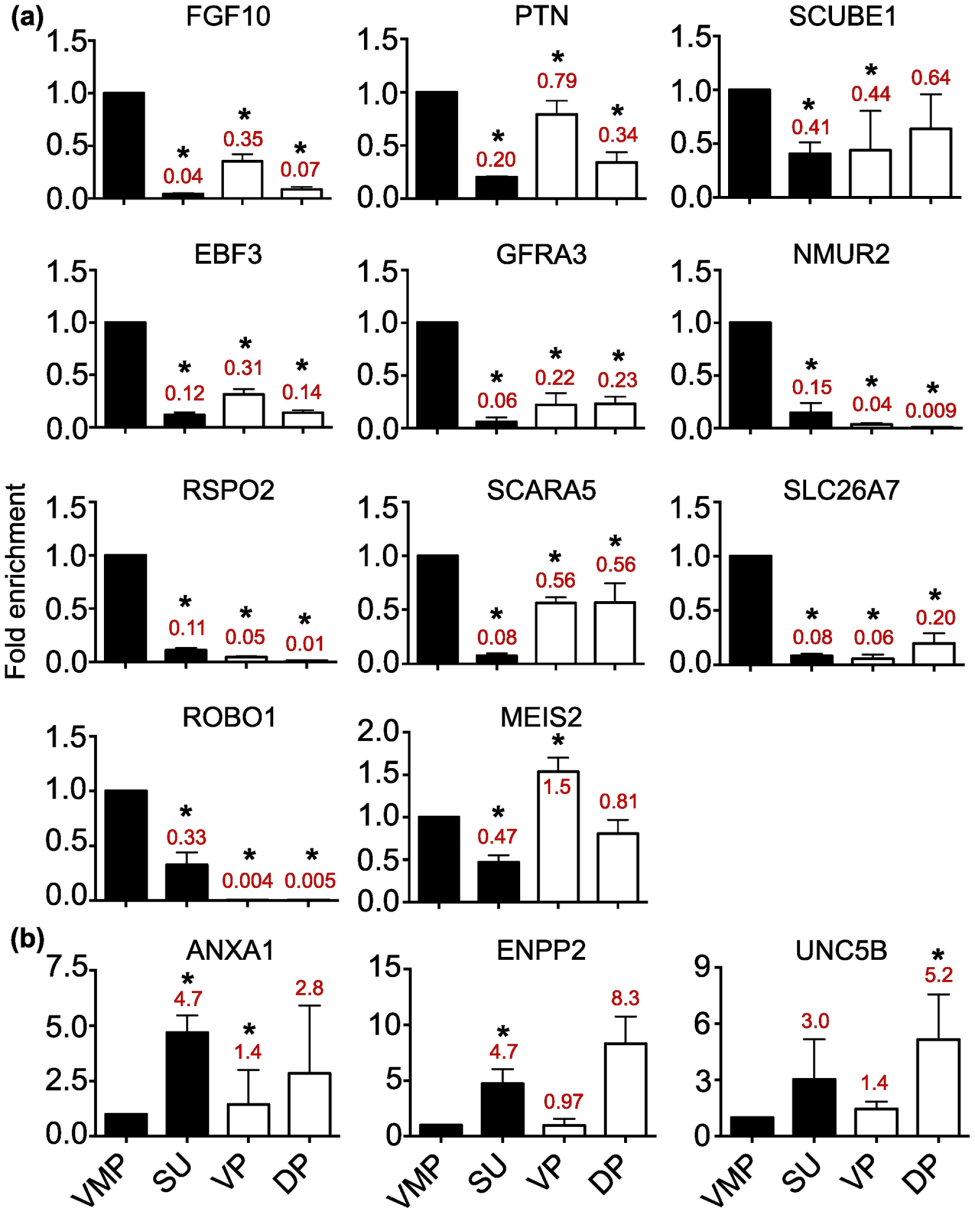
Validation of VMP- and SU-specific transcript expression in female and male P0 rat tissues. Quantitative real-time PCR (qPCR) showed significantly elevated levels of both control (Fgf10, Ptn and Scube1) and candidate (Ebf3, Gfra3, Nmur2, Rspo2, Scara5, Slc26a7, Robo1 and Meis2) VMP-specific transcripts versus SU. Fgf10, Ptn, Scube1, Ebf3, Gfra3, Scara5 and Meis2 were expressed in VP and DP, while Rspo2, Nmur2 and Slc26a7 showed low expression in VP and DP. SU candidate transcripts Anxa1, Enpp2 and Unc5b were enriched versus VMP. Data is represented as mean fold difference to VMP ± SD of duplicate biological replicates and duplicate technical replicates (n = 4). Significance was detected using One-way ANOVA with TUKEY multiple comparison *p < 0.05. Figures in red indicate fold difference compared to VMP.

### Immunohistochemical localisation of subset specific proteins Ebf3 and Meis2

In order to determine whether the differentially expressed transcripts were cell subset specific, we examined protein expression by immunohistochemistry upon P0 female and male urethra focussing upon the prostate and VMP. We chose two VMP enriched markers, transcription factors Ebf3 and Meis2, and documented their expression in serial sections of female and male P0 rat urogenital sinus tissue (Fig. 6). We observed that Ebf3 was nuclear and largely homogeneously expressed in female VMP cells. Protein expression was markedly reduced in the SU versus the VMP cell compartments supporting our transcriptomic data. In male tissues, Ebf3 was nuclear and restricted to the mesenchymal cells of the developing ventral prostate with no expression in the epithelial cells of ventral prostatic buds. Meis2 showed a similar nuclear and mesenchymal cell specific expression pattern in both female and male tissues.

**Figure 6:**
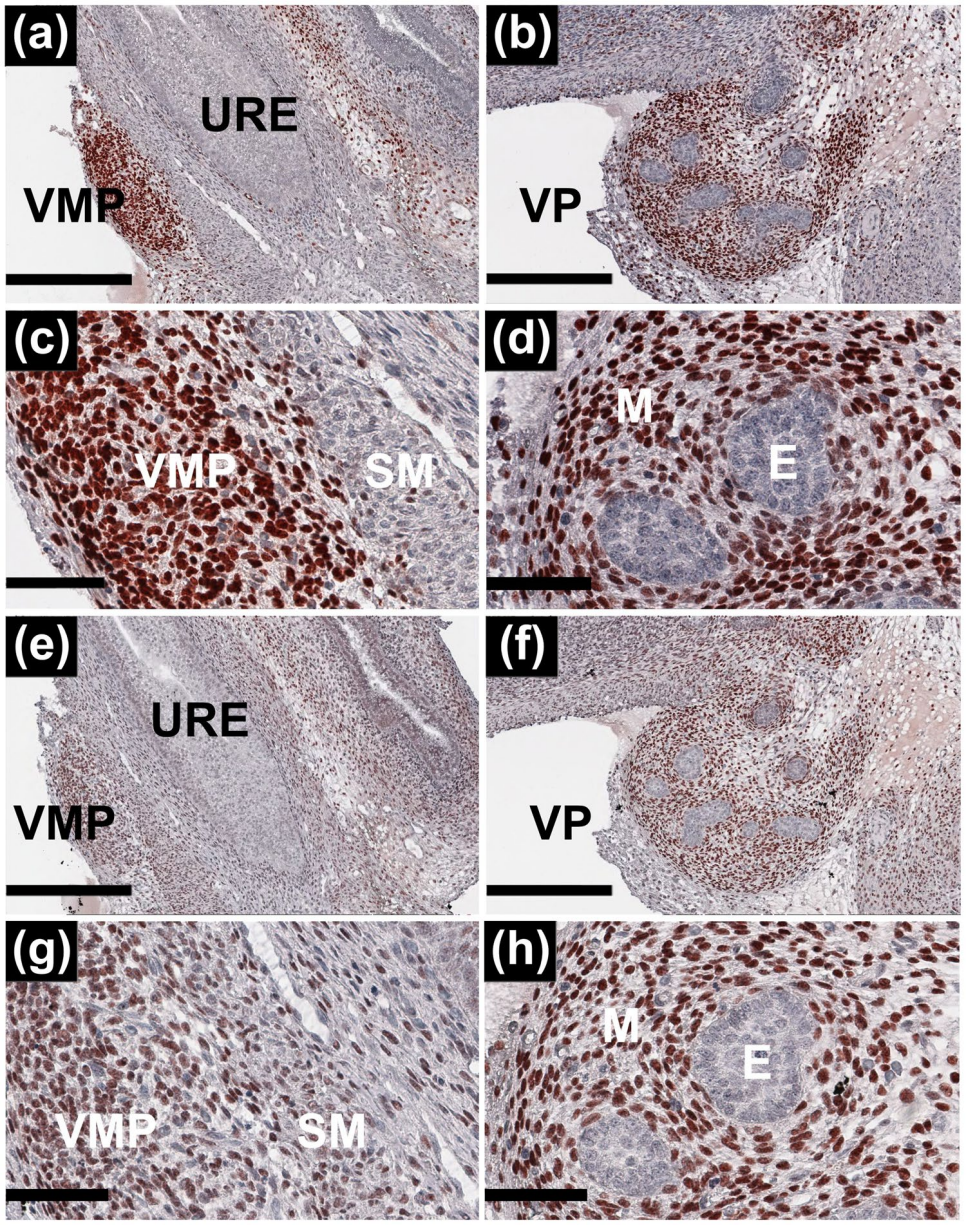
Immunohistochemistry of Ebf3 and Meis2 in female VMP and male prostate. To examine the distribution of Ebf3 and Meis2 in mesenchymal subsets in VMP and ventral prostate (VP) we performed immunohistochemistry using P0 rat female and male reproductive tracts. Panels (**a–d**) show Ebf3 expression; in female (**a and c**) and male (**b** and **d**). Ebf3 showed a highly selective distribution within VMP and VP mesenchyme, and was absent from smooth muscle (SM) and the urethra (**c**, **a and b**). Panels (**e–h**) show Meis2 distribution; in female (**e** and **g**) and male (**f** and **h**) mesenchyme. Urethral epithelia (URE) and prostatic epithelia (E) were negative for both Ebf3 and Meis2. Scale bars (**a**,**b**,**e** and **f**) = 600 µm. Scale bars (**c**,**d**,**g** and **h**) = 300 µm.

## Discussion

The ventral mesenchymal pad (VMP) is a subset of urogenital mesenchyme which has been shown to express potent morphogens and regulate prostate organogenesis^9,30^. Signalling from the VMP and urogenital sinus mesenchyme can re-specify epithelial fate^31^ and partially re-differentiate prostate tumour epithelium^32^. Recently, we identified Asporin (ASPN) as expressed within a subset of human prostate mesenchyme^20^, and showed that ASPN was a marker of prostate tumour stroma associated with disease progression^33^. Similarly, expression of VMP specific morphogens in cancer associated fibroblasts was able to reduce tumour growth in a human prostate tumour reconstitution model^34^. This demonstrates the significance of the VMP as a source of stromal-specific molecules with potent capacity to regulate epithelial growth and differentiation in both development and disease. We suggest that mesenchymal subsets are enriched for regulators and morphogens, as well as factors associated with paracrine signalling between mesenchyme and epithelium or juxtacrine signalling between mesenchymal subsets. Our studies are among the first to catalogue gene expression in inductive mesenchyme, and address cellular heterogeneity within the mesenchymal compartment.

In this study, our goal was to identify molecules specific to the VMP and to examine cell and tissue heterogeneity within the mesenchyme. We performed both Tag-seq and RNA-seq on VMP as well as an adjacent mesenchyme comprised of urethral epithelium and peri-urethral mesenchyme (termed SU). Comparison of VMP Tag/RNA-seq libraries to SU libraries identified 400 transcripts that were differentially expressed between the two compartments. Among these were several transcripts identified as VMP-specific in a previous SAGE study^8^, which served as controls for our analysis (Fig. 2). The identification of particular transcripts with different techniques supports the reproducibility of our results. Gene set enrichment analysis of VMP enriched transcripts were associated with biological signalling pathways related to epithelial cell migration, differentiation and proliferation consistent with the function of the VMP as a potent regulator of epithelial cell development. The VMP is part of a condensed area of mesenchyme that encircles the urethra and which overlies peri-urethral mesenchyme. It appears that there was significant expression of regulatory pathways in both the VMP and peri-urethral mesenchyme. A recent ontology analysis has described the distribution of mesenchymal subregions^35^ and our results provide molecular characterisation of these subsets. While there is paracrine signalling between mesenchyme and epithelium, we speculate that there is also juxtacrine signalling between different mesenchymal compartments. It may be possible to bioinformatically identify ligands and receptors with reciprocal expression between mesenchymal subsets. Differences between VMP and SU were confirmed using scRNA-seq analysis, which showed distinct gene expression between these compartments and co-identified 44 transcripts observed in the tissue-based analysis. Deeper analysis of the scRNA-seq data determined that both VMP and SU were comprised of 2 subsets (Fig. 4). This analysis also identified subset specific markers, and suggested that there was low heterogeneity within the VMP and SU compartments. At present, we do not know the functional significance of the two subgroups that make up the VMP and SU compartments, however, this heterogeneity will be important to consider when using tissue-specific promoters for gene targeting as many promoters will be active in a proportion of cells rather than throughout all cells in the tissue.

Several of the markers identified in VMP and SU were validated by qPCR and simultaneously examined for their expression in male developing prostate. We propose that VMP mesenchyme provides a simpler model for the identification of mesenchyme specific molecules since it lacks branching epithelia. Inclusion of these in whole tissue transcriptomics yields more complex data in which it is difficult to deconvolve mesenchyme specific molecules. Comparison between male and female mesenchyme may be used to identify sexually dimorphic gene expression and regulation by androgens and the androgen receptor, and we chose to focus upon mesenchyme-specific expression rather than sexually dimorphic expression. We note that some of our markers exhibit differences between male and female mesenchyme which could be validated in future studies. This is important, since androgen action within the mesenchymal compartment regulates both prostate and genital tubercle growth, and we propose that identification of mesenchyme specific molecules is a first step in the discovery of such factors.

We identified Meis homeobox 2 (Meis2) and early B-cell factor 3 (Ebf3) as specific to the VMP compared to SU, and also expressed in prostatic mesenchyme. Meis2 belongs to the TALE homeobox protein family and is a regulator of transcription^36^. Meis2 has been identified as essential for the development of cardiac, orofacial, gastro-esophageal and neural tissues^37–39^. Ebf3 is a DNA-binding transcription factor which is involved in the development of bone and neural tissues^40,41^. Here we have established specific expression and nuclear localisation of Meis2 and Ebf3 in developing prostate mesenchyme and are the first to associate these transcription factors with prostate development and expression within mesenchymal subsets. We propose that these molecules can be used as specific markers of mesenchyme or stroma and could be used to estimate the abundance of stroma vs epithelium in tissues of mixed cellular composition.

In conclusion, we present a high-resolution transcriptomic analysis of inductive prostate mesenchyme that has documented limited cellular heterogeneity within subsets and identified markers and pathways expressed in mesenchyme during early prostate organogenesis.

## Methods

### Animal and tissue collection

Wistar rats were housed under a 12-hour light/dark cycle and maintained on standard laboratory diet, the study was performed under MUHC animal protocol number 2015–7670, approved by the McGill University Facility Animal Care Committee (FACC). Newborn (P0) pups were sacrificed by cervical dislocation and decapitation (in accordance with local guidelines and regulations), followed by removal of the urogenital tract and microdissection of the urethra into VMP and SU components using a Leica MZ6 dissection microscope.

### Tag-sequencing library preparation

Pools of microdissected tissues (VMP and SU) from over 100 animals were processed for digital gene expression Tag-profiling using NlaIII and a protocol provided by Illumina followed by sequencing on an llumina GAIIX (1 × 50 SE) at one lane per sample (25–30 m reads). PolyA + RNA was purified, cDNA synthesised, digested with NlaIII and ligated to Adaptor 1 (containing an Mme1 site). Samples were digested with Mme1, ligated to Adaptor 2, and PCR amplified, followed by gel electrophoresis and purification of 85 bp fragments that were sequenced. DNA sequencing was carried out in the GenePool genomics facility in the University of Edinburgh.

### Single-cell RNA-sequencing library preparation

Dissociated cells derived from collagenase digestion of pools of microdissected VMP and SU using collagenase 1 A at 2 mg/mL concentration (Sigma-Aldrich, Missouri, USA) for 60 minutes at 37 °C. Dispersed fibroblasts were separated from epithelia and tissue clumps by centrifugation through a 0.7μm cell strainer (Falcon® Corning, Corning, New York, USA).

Cell suspensions were centrifuged for 10 minutes at 500 g and resuspended in LIVE/DEAD Cell Viability/Cytotoxicity Assay for mammalian cells (ThermoFisher, L-3224). After a 10-minute incubation at room temperature, cells were centrifuged and resuspended in Cell Wash Buffer (Fluidigm). Cell concentration, size and viability were verified on hemocytometers (Incyto DHC-N01–5) through bright field, GFP and RFP on a EVOS FL Auto microscope (ThermoFisher). Single cell RNA libraries were constructed according to the Fluidigm protocol using C1 to generate libraries for RNA sequencing (PN 100–7168). Briefly, full length mRNA-seq libraries were generated from single-cells captured on the Fluidigm C1 platform using SMARTer Ultra Low RNA Kit (P/N 634936 Clontech). ERCC RNA Spike-In mix (P/N 4456740 ThermoFisher) was added to the lysis mix for normalization and quality control purposes. Full length cDNAs were converted into sequence ready libraries using Nextera XT DNA Sample Preparation Kit (P/N FC-131–1096 Illumina), and sequenced on an Illumina HiSeq2000/2500 with paired-end 100/125 option. In parallel, for every sample, sequencing libraries from bulk cells (200 cells) using 5 ng of purified total RNA, and a negative control were run on a thermocycler (T100 BioRad).

The Fluidigm C1 platform captured 52 and 70 single cells from VMP and SU respectively. The average full length cDNA yield/min/max were 6.06ng(+/−0.12)/2.25ng/14.81ng for VMP and 8.51ng(+/−0.21)/2.55ng/26.6ng for SU. Libraries from 52 VMP and 63 SU single cells were sequenced.

Cells from the cell suspensions were processed to provide a ‘bulk’ comparator for single cell studies.

### Tag-sequencing read alignment

Raw sequencing reads were trimmed to 17 bp to remove adaptor sequences and restriction digestion sites. Reads were quality controlled using FastQC^42^ to keep only reads with a mean quality score of 20 and above. Reads were aligned to the rat genome (Ensembl Rnor_6.0) using the Bowtie2 algorithm (default settings)^43^. Reads aligned to random contigs and mitochondrial DNA were removed and only uniquely mapped reads with a mapping quality >=25 were used for further analysis.

### Single-cell RNA-sequencing read alignment

Raw paired-end reads were trimmed using Trimmomatic v0.33^44^, to a minimum length of 30 nucleotides. Illumina Nextera XT adapters were removed in palindrome mode. A minimum Phred quality score of 30 was required for the 3′ end. Single end reads as well as paired end reads failing previous minimum quality controls were discarded. Individual read groups were aligned, using TopHat^45^ first against the rat transcriptome as defined by the Ensembl gene models *version 83*, with default parameters and the remaining unmapped genes to the Ensembl *Rnor_6*.*0* reference rat genome from Illumina iGenomes web site. Trimming rates and insert length were controlled on each read group based on metrics reported by Trimmomatic, and Picard v1.128 respectively.

Aligned reads from multiple read groups belonging to the same sample were indexed, sorted and merged using sambamba v0.5.1^46^, a faster implementation of the Samtools algorithms. Amplification duplicates were removed using Picard v1.128.

Various quality controls from the RNA-SeQC package were used^47^, including the genes detected, mapping rates, duplication rates, and intronic rate, based on metrics collected for each sample used.

### Read count quantification, normalization and differential gene expression

Read counts were quantified using the summarizeOverlaps function from the GenomicAlignments R package^48^. Transcripts with a read count of 0 in both samples were removed. EdgeR^49^ was used to perform TMM normalization and only transcripts with counts per million (cpm) > 1 were used for differential analysis of genes. The NOISeq package^23^ was used to screen differentially expressed genes between VMP and SU tissues. Genes with a *q*-value of >= 0.9 were considered differentially expressed.

### Gene Ontology enrichment analysis

Gene Ontology (GO) enrichment analysis was conducted using the clusterProfiler R package^50^ on the VMP and SU enriched genes. Ontology terms with an FDR < 0.05 were considered significant.

### Single-cell RNA-sequencing normalization, differential gene expression and subpopulation analysis

The Scater package^51^ was used for quality control and normalization. Low quality cells were filtered out based on library size, number of genes detected, proportion of reads mapped to mitochondrial genome and the ratio of reads mapped to spike-ins. Cells were removed if they met any of the following criteria: a median absolute deviation (MAD) value of less than 3 for library size, a MAD value of less than 3 for number of mapped genes, a MAD value of greater than 3 for the ratio of reads mapped to mitochondrial DNA and a MAD value of greater than 3 for the ratio of reads mapped to spike-in control DNA. The numbers of cells meeting these criteria are detailed in Supplementary Figure 4b. Genes expressed by less than 20 cells were discarded. Gene expression was normalized using spike-ins. Differentially expressed genes were identified using the MAST^25^ and scDD^26^ R packages. Prior to subpopulation identification normalized read counts were converted to TPM and analysis was performed using the Seurat and SC3 R packages^28,29^. For both packages, marker genes were identified using a ROC test. All markers with an AUC < 0.75 and power < 0.4 were removed.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from pooled tissues using Qiazol followed by the RNeasy^TM^ Mini kit (Qiagen, Venlo, Netherlands) following manufacturer’s instructions. Complementary DNA synthesis was performed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems- ThermoFisher Scientific, Massachusetts, USA) and qPCR was performed on an ABI 7500 Fast machine using SYBR Select Mastermix (ThermoFisher Scientific, Massachusetts, USA). Transcript abundance was normalized to four housekeeping genes; Gapdh, Tbp, Gusb and Mt-atp6. Primers used are provided in Table 1.

**Table 1:** Summary of primers used for qPCR.

Gene	Forward primer (5′–3′)	Reverse primer (3′–5′)
Fgf10	GGGAAACTCTATGGCTCAAAAG	TGCCACATACATTTGCCTGC
Ptn	GCCTCAAGCGGAATCAAAGA	ATCCTGCTTGCTGATGTCCT
Scube1	CCTATGACGAGGACTACCAG	TCTCCTGATGGTTCTCCGA
Ebf3	GCAACACTCCAGCACACACT	ATTGCGACTGTAGCCGACTT
Gfra3	CACCCTATGGACATCCTCG	CATGGCAGTCCCAATTAGC
Nmur2	CCTTGAGGCGAACAAAGTG	AGGACCAAGACAAACAGCA
Rspo2	GGAGAGTGTCTGCATTCCT	TATTCTGCATCTTGCACATCTG
Scara5	CAACGGCTCCATCTTTGAG	TTGTGACATGGACCATCCT
Slc26a7	TTGGTCCTGAATTGCAGTG	CTTGCAATCAAGGTAGAGCTC
Robo1	AGGTTTGGTGTCTCGGGAAT	AGCGGATTCCAGGAACAAGA
Meis2	TGACCTCGTGATTGATGAGAG	AGGATGAAGGGTTGTGGTC
Anxa1	AAAGGTGTGGATGAGGCAAC	TATGCTGCCTTGATCTGCTG
Enpp2	CATTCCAGGTAATATCCTTGTTCAC	CCCTCTTAATTCGACTTGCTG
Unc5b	AGGTACCCTTGGATCATGAG	TCTTGAGCCATTCCACCTC
Aldh1a3	CTACAACGCATTCTATGCAC	AAAGCGTATTCACCTAGTTCTC
Wnt5a	CAAGGGCTCCTATGAGAGC	GCCAGGTTGTATACTGTCCT
Lef1	TAGCAGACATCAAGTCATCCT	GTGTTTGTCTGACCACCTC
Bmp4	ATCACGAAGAACATCTGGAG	CTCATTCTCTGGGATGCTG
Gapdh	ATGACTCTACCCACGGCAAG	GATCTCGCTCCTGGAAGATG
Tbp	GCTGAATATAATCCCAAGCGGT	TGTGCACACCATTTTCCCAG
Gusb	TGGTATAAGATGTACCAGAAGCC	AGGTGGATCCTCATGAAGC
Mt-atp6	TGAGCCCTAATAATTGTATCCC	GAAGCCCTAGAAGGTTGGT

### Immunohistochemistry

Immunostaining of Ebf3 and Meis2 on serial sections of female and male rat P0 urogenital sinus tissue (isolated as per^20^) was performed as per^24^ using Ebf3 IgG (Clone 8D6, mouse monoclonal, Novus Biologicals, Littleton, Colorado, USA; dilution 1:1000) and Meis2 IgG (Clone 63-T, mouse monoclonal, Santa Cruz Biotechnology, Santa Cruz, USA; dilution 1:750). Primary antibody was omitted to serve as a negative control. Images were taken with an Aperio Slide Scanner (Leica, Wetzlar, Germany).

### Data Availability

All data generated by this work are available in GSE103011. Differentially expressed transcripts, Gene Ontology and transcript comparisons are provided in a supplementary data file.

## Electronic supplementary material

Supplementary Figures

Supplementary data

How the deposited data were processed for this re-analysis (not part of the article)

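The ventral mesenchymal pad (VMP) and the adjacent urethra (SU) of female rats on postnatal day 0 were measured by Tag-seq of tissue pools, RNA-seq of dissociated cells and single-cell RNA-seq (scRNA-seq) on a Fluidigm C1 chip. Samples were grouped by the tissue and assay given in their labels. There was 1 library per tissue in Tag-seq and in RNA-seq, and 49 VMP and 66 SU single cells. The RNA-seq pools are described with 1000 cells in the results of the paper and 200 cells in its methods.

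The values deposited by the authors are counts of reads per Ensembl gene, without normalization, in all 3 assays. For Tag-seq the authors trimmed the reads to the tag, aligned them to Rnor_6.0 with Bowtie2, removed mitochondrial and non-unique alignments and counted reads with summarizeOverlaps. For the single-cell libraries the authors trimmed reads with Trimmomatic, aligned them with TopHat to the Ensembl transcriptome and then Rnor_6.0, and removed amplification duplicates with Picard before counting. The bulk RNA-seq libraries are described as made in parallel from purified RNA on a thermocycler, and their alignment is not described apart. The Tag-seq libraries held 7870450 (VMP) and 8215177 (SU) counts, and the RNA-seq libraries 4397699 and 7007767. The single cells held between 199849 and 1488320 counts on genes. The RNA-seq and single-cell tables also hold 95 spike-in rows, which stayed out of library sizes and tests. They took 1.30% of the counts in VMP and 1.12% in SU RNA-seq, and a median of 13.5% in VMP and 11.4% in SU cells.

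DE transcripts were called with a reimplementation in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) of the NOISeq scheme without replicates that the paper names, with TMM scaling, CPM above 1 in at least 1 library, 5 simulated libraries per tissue at 20% of the depth with a variability of 0.02, 0 counts set to 0.5 and q of at least 0.9. Log2 ratios used a pseudocount of 0.5 counts. Their intervals and the Poisson and Clopper-Pearson intervals are at 95%, and they cover counting error only. For summed single-cell reads, which are not independent molecules, the Poisson intervals are too narrow even for that. A fold against 0 counts was taken against a floor of 3 counts. With 1 library per tissue and assay, no test within an assay was made. The alternative fits used edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3 over the 4 bulk libraries with the assay as a block, at a Benjamini-Hochberg adjusted p of 0.05. DESeq2 gave no adjusted p for 219 transcripts, which were left as such.

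Cells were filtered at 3 MADs. Genes with reads in at least 20 cells entered the principal components. Clusters were made with Seurat 5.3.0 and are called by number. Doublets were not removed. Figures were drawn with matplotlib 3.10.9.

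The text names every gene that the paper names or draws and that has an ID, the 5 transcripts with the largest mean log2 ratio in each direction among those called in both assays in the same direction with at least 50 counts in the higher library of each assay, and genes of a marker list where the list is discussed, which are all matched genes except for the epithelial list, where some are named and all 17 are drawn. This rule, the marker lists, the main settings and the alternatives were fixed before the deposited counts were examined, except where the text says otherwise. The marker lists were written after the paper's tables of DE transcripts had been read. Symbols and coordinates came from the paper's tables of DE transcripts, which pair 2995 IDs with symbols in the parts used here, the first 1999 of the 2533 rows for Tag-seq and the first 1269 of the 1736 rows for RNA-seq. No overlap or set test was run on these tables. A list check needed 80% of its members. Only the epithelial list, with 17 of 18 genes, passed. The checks of the lists for skeletal muscle (13 of 19), endothelial (5 of 13), early response and heat shock (7 of 25), smooth muscle (3 of 13), neural and Schwann (3 of 14), erythroid (3 of 17), G2/M phase (8 of 52), leukocyte (1 of 14), S phase (2 of 42) and Y-linked genes (0 of 7) were void, so no medians are given for them. Genes without a matched ID, the mitochondrial criterion, gene ontology terms and the MAST, scDD and SC3 analyses were not analysed here.

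The calls of DE transcripts, the fits with a block, the summed single-cell ratios and the Seurat clusters were tested on simulated data with 200 changed genes. The principal components, k-means, the matched random lists and the tests for pairs of cells were not. For transcripts with at least 50 counts, 100% of the changed transcripts were called in Tag-seq and in RNA-seq. These 2 simulations held large changes and counting noise only, so they do not tell how real libraries would be called. The edgeR fit called 100% of the changed transcripts and 11 unchanged ones, and the DESeq2 fit 94.5% and 3. The simulated change in these 2 fits was 8-fold, so their shares do not tell how smaller changes would be called. The summed single-cell ratios had the right direction for 100% of the changed genes with at least 50 counts. The closing section gives the effects of alternatives.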

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

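The test of depth and the limits of 10 reads and 3 list genes per cell were chosen after the result was seen, the test with Dcn was added after the first test for pairs of cells had been seen, and the limits by which both tests for pairs were judged were set after their values were seen.

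Reads of endothelial list genes gathered in a few single cells, a signal that the paper does not report. With at least 10 reads of at least 3 of the 5 list genes with an ID (Cdh5, Kdr, Flt1, Tie1 and Emcn), 12 cells were found, 3 of 49 VMP cells (6.12%, 95% exact binomial interval 1.28% to 16.9%) and 9 of 66 SU cells (13.6%, 6.43% to 24.3%). These cells held 27497 of the 37693 counts of the 5 genes (72.9%), from 24.8% for Kdr to 96.6% for Flt1. The list check is void, with 5 of 13 genes matched, and 4 of the 5 stand in the paper's Tag-seq table. Kdr was also found with at least 10 reads in 27 of the 43 cells of the k-means cluster made of VMP cells, so it is not particular to the 12 cells. For Cdh5, Tie1 and Emcn both bulk assays were higher in VMP, opposite to the summed cells, except that Tie1 in RNA-seq changes sign without normalization. The log2 ratio of VMP over SU in Tag-seq, RNA-seq and the summed cells was 1.57, 0.53 and -2.09 for Cdh5, 1.21, 0.32 and -2.29 for Tie1, 1.51, 0.85 and -2.37 for Emcn, 0.95, -1.82 and -1.53 for Flt1, and 1.97, 2.86 and 2.35 for Kdr.

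Of the 12 cells, 6 (2 VMP and 4 SU) made up the smallest cluster of k-means with 4 clusters. Its median levels were 1574 CPM for Emcn, 1281 CPM for Cdh5, 463 CPM for Kdr, 451 CPM for Flt1 and 353 CPM for Tie1, against 3.69 CPM for Emcn and 3.65 CPM for Cdh5 in the largest cluster. A difference in depth is argued against, since after thinning to the same number of counts all 6 cells still fell into 1 cluster. A chamber with a pair of cells could also give such a profile. Of 1421 transcripts at 100 CPM or more in the other cells, 142 lay under 0.25 of that level in the 6 cells, and 383 of 1000 random sets of 6 other cells had as many (median 128, highest 293). The level of Dcn was 1564 CPM at the median of the 6 cells and 3294 CPM in the others, with 3 of the 6 cells under 0.5 of that level, which is the limit itself. The lowest of the 6 had 158 CPM, under the lowest of the 109 other cells (193 CPM), while 45 of the 109 also lay under the highest of the 6. Pairs of cells and single cells of another type, such as cells of vessel walls as a candidate source, therefore cannot be told apart here, because cells of any type may share many of the transcripts counted, how often the tests would come out so for single cells is not known, and the cells are 6. The tissue difference in the number of such cells was not tested.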

How the results depend on the processing

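The lengths drawn at random, the resolutions of 1.6 and 2, and k-means after thinning were chosen after the results were seen, and the other alternatives were set before. No paired analysis was possible because the labels give no replicate numbers and each tissue has 1 library per assay, so the fits with a block below pair the tissues by assay only.

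The numbers of DE transcripts depended on the q limit, the scaling and the block. At a q of at least 0.95 there were 292 VMP and 932 SU transcripts in Tag-seq, 876 VMP and 1139 SU in RNA-seq, and 232 common ones. Without normalization RNA-seq gave 882 VMP and 3064 SU transcripts, and with the limit of 1.5 on the log2 ratio Tag-seq gave 576 VMP transcripts. With lengths drawn at random RNA-seq gave 1036 VMP and 1229 SU transcripts. The common transcripts fell to 39 with edgeR and 316 with DESeq2 when the assay was a block. The changes with the q and log2 ratio limits follow from their construction, and the cause of the others was not tested. The other alternatives for DE numbers stayed within 1.5 times of the main numbers.

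The r between log2 ratios of Tag-seq and RNA-seq was 0.209 and became 0.291 above a CPM of 10, 0.215 with a pseudocount of 5 counts, and 0.202 without the epithelial list. The median of the epithelial list was -3.66 in Tag-seq and became -3.54 by total count and -3.65 with a pseudocount of 5 counts. In RNA-seq it was -4.21 and became -4.00 by total count, -1.91 with a pseudocount of 5 counts, and -4.30 with CPM above 1. It was negative under all of these. The large change with the pseudocount follows from 8 genes without a count in VMP.

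For single cells, the R2 of tissue was 0.773 and became 0.497 with library size normalization, 0.776 with 500 genes, 0.776 centred only, and 0.647 after thinning. The median ratio of the common transcripts was 1.75 (VMP) and -2.08 (SU). It became 1.72 and -2.13 with the mean CPM per cell, 1.27 and -2.54 with spike-in normalization, and 1.63 and -1.63 with a pseudocount of 5 counts, with no change of sign. Seurat gave 6 clusters at a resolution of 1.6 and 11 at 2, against 2 in the main setting. The cause of these changes was not tested.

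The shares of cells with reads of Rspo2, Ptn, Dlk1, Ebf3, Meis2, Enpp2 and Col4a5 in the 2 tissues were within the counting interval of the main share in 2 of 14 cases at 10 reads and in 9 of 14 after thinning, and left it in the others. Taking medians within each tissue left 47 VMP and 65 SU cells, while 5 MADs and values without log transformation removed none. No cell was removed at 3 MADs over all cells, so using all cells in the tables gives the main values. The division by transcript length, the share of variance of the cell cycle with its 3 alternatives, the clustering without cell cycle genes, the medians of the other marker lists and the co-detection of the Fig. 4c markers were not run, because lengths or gene IDs for them were not matched. In RNA-seq, the ratios of 319 VMP and 360 SU transcripts rest on a count of 0.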

Differences from the paper's values

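The lengths drawn at random, the resolutions of 1.6 and 2, and the clustering of each tissue alone were chosen after the values were seen.

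The paper reports 761 VMP transcripts from RNA-seq, and 1738 were called here. Of the alternatives set before the data were examined, no normalization (882) and a q of at least 0.95 (876) come within 1.5 times of the paper's number. DESeq2 size factors (1719), total count only (2144), CPM above 1 in both libraries (1440), no filter (1840), the limit of 1.5 on the log2 ratio (1523) and a second seed (1688) do not. For SU, the paper reports 975 transcripts and 1982 were called here. A q of at least 0.95 (1139) comes within 1.5 times, while DESeq2 size factors (2011), total count only (1542), no normalization (3064), CPM above 1 in both libraries (1631), no filter (2065), the limit of 1.5 on the log2 ratio (1720) and a second seed (1920) do not. The limit of 0.95 does not account for the paper's lists, since the parts held go down to 0.919 for RNA-seq and 0.911 for Tag-seq, and it leaves 292 VMP transcripts in Tag-seq against 1169 in the paper. A lack of normalization is argued against for the RNA-seq list, since its values hold a constant factor of 1.38 between SU and VMP in the part held. Dividing the counts by lengths drawn at random, which was chosen after seeing the values, gave 1036 VMP and 1229 SU transcripts, within 1.5 times of both, and drops 304 of the 1269 transcripts of the paper's RNA-seq table in the part held.

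The paper reports 4 clusters of cells, and 2 were found here. A resolution of 1.2, 5 principal components and thinning gave 3 clusters, within 1.5 times of the paper's number, while a resolution of 0.4, 500 variable genes and 20 principal components gave 2. No Seurat setting that was run gave 4, but no resolution between 1.2 and 1.6 was run, where the number went from 3 to 6. The paper clustered TPM values of the cells that passed its quality control, while log-normalized counts of all cells were used here. These runs therefore do not exclude 4 clusters. A resolution of 1.6, chosen after seeing the values, gave 6, and a resolution of 2, also chosen after, gave 11, and how many of the paper's own grouped cells they move was not analysed here. K-means gives 4 by construction. The paper has a pair of clusters from VMP and a pair from SU. At a resolution of 0.8, VMP cells clustered alone gave 1 cluster and SU cells clustered alone gave 2, of 39 and 27 cells. Among all cells at a resolution of 2, VMP cells were split into clusters of 21, 18 and 6 VMP cells without SU cells, and 4 VMP cells lay in clusters of mostly SU cells.

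The paper names Aldh1a3, Wnt5a, Lef1 and Bmp4 as known SU transcripts. It examined them by qPCR of pooled tissues, an assay not analysed here, and reports that its own SU transcripts performed better. Lef1 was not analysed here. Aldh1a3 had a higher level in VMP in Tag-seq, where it was called (log2 ratio 1.41), in RNA-seq, where it was not (1.19, q 0.890), and in the summed single cells (1.15), while it had reads in 28.6% of VMP and 30.3% of SU cells (20.4% and 24.2% after thinning). Bmp4 was higher in VMP in Tag-seq (1.70) and lower in RNA-seq (-0.75, not called) and in the summed single cells (-0.68). Wnt5a was higher in SU in RNA-seq (-4.66) and in the summed single cells (-4.21). It was about equal in Tag-seq (-0.16, 95% counting interval -0.44 to 0.11). The paper describes the fold distributions of the 2 assays as alike, and the median size of the log2 ratio was 1.53 in Tag-seq and 2.53 in RNA-seq for VMP transcripts, and 2.10 and 2.54 for SU transcripts (2.07 and 2.20 without those at 0 in the other library).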

Other observations

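The tests of depth, of early response transcripts and of the transcripts found in most cells were chosen after the result was seen.

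The values of the paper's RNA-seq table, in the first 1269 of the 1736 rows, are not the deposited counts. Dividing the deposited count by the listed value gave, after a constant factor of 1.38 between SU and VMP, a whole number within 0.05 in 1269 of 1269 rows, where chance gives 10.0%. The divisors had a median of 639 (49 to 7675), against a median of 2376 for the table's Length column, which they equalled in 0 rows. That the divisor is the length of a transcript of the same gene is argued against for the table as a whole, since 22 divisors exceed the genomic span that the same table gives for the gene. Lengths paired with genes at random might give such divisors. Across the rows, the divisor and the Length column had a Spearman rho of 0.165, and 162 divisors were above the Length of their row. When lengths were drawn at random from the Length columns, the called transcripts had a median length of 1774, against 2391 over all tested, a move toward short lengths but not to 639. The lengths that were used are not known, so this stays open. The Tag-seq table lists the deposited counts in 1981 of the 1999 rows held and 0.5 in the other 18, where a count was 0. Its q differed from the q computed here without normalization by 0.003 in size at the median. Without normalization 1107 VMP and 1406 SU transcripts were called in Tag-seq, against 1169 and 1364 in the paper. With TMM scaling these were 1077 and 1632. The values listed in the Tag-seq table thus carry no scaling. The difference of q under TMM scaling is not given, so the scaling behind the q of that table stays open. No biological explanation was tested.

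The SU tissue pool of Tag-seq holds epithelium, which could take a share of the counts and lower SU stromal transcripts there. Over the 3130 transcripts with reads in over 50% of the cells, a CPM above 10 in Tag-seq and above 1 in RNA-seq, the log2 ratio of VMP over SU was higher in Tag-seq than in RNA-seq by 0.28 at the median (quartiles -0.43 and 1.06), and by 0.19 when both were scaled by total count. For Dcn the difference was 1.70, and 353 of the 3130 (11.3%) had one as high. Many of these transcripts may be held by epithelium too and would then move less, and the chemistry differs between the assays, so the share of the epithelium cannot be told apart from other differences between them. Dcn (ENSRNOG00000004554) was higher in VMP in Tag-seq (1.63) and about equal in RNA-seq (-0.08) and in the summed single cells (0.01).

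Fos had 2.41 CPM in VMP and 11.2 CPM in SU Tag-seq, and 1400 and 1761 CPM in RNA-seq. Of 7 early response and heat shock transcripts with an ID, 5 were higher in RNA-seq in both tissues (Fos, Fosb, Junb, Dusp1 and Hsph1), while Jund was lower in both and Hspb1 differed between tissues. Induction during dissociation is a candidate explanation. It cannot be told apart from the chemistry of the assays, because all dissociated libraries are RNA-seq, and the list check is void.

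K-means with 4 clusters also gave a cluster of 16 cells of both tissues (4 VMP and 12 SU), with a median of 892691 counts per cell against 587436 in the largest cluster. Depth as the whole cause is argued against, since 14 of the 16 cells stayed in 1 cluster after thinning. Of the 10 cell cycle genes with an ID, 6 had a clearly higher median in it than in the largest cluster: Cenpf (276 and 19.5 CPM), Kif20b (203 and 7.91), Rrm1 (181 and 13.7), Kif23 (176 and 3.64), Ckap2 (126 and 2.43) and Usp1 (10.6 in the largest cluster, with at least 10 reads in 13 of the 16 cells). The medians of Cdc20 (3.12 and 0) and Cdca2 (0.547 and 0) were near 0. That of Cenpa was 0 in both, and that of G2e3 was lower (1.39 and 3.83). At least 10 reads of Cdc20 were found in 7 of the 16 cells and in 2 of the 50 cells of the largest cluster. For Cdca2 these were 6 and 5 cells, for G2e3 7 and 11, and for Cenpa 3 and 1. Dividing cells are a candidate explanation, which rests on these genes alone, since only 8 of 52 G2/M phase and 2 of 42 S phase genes have an ID.

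Among the candidates that the paper followed by qPCR in other samples, Nmur2 had reads in 27 of 49 VMP cells and 0 of 66 SU cells, and Scara5 in 19 and 0 cells. With at least 10 reads these were 4 and 3 VMP cells, and after thinning 15 and 11. SU RNA-seq held 7 counts of Nmur2 and 45 of Scara5, so the lack of reads in the SU cells does not exclude expression in SU cells. Gfra3 had log2 ratios of 2.14 in Tag-seq and 6.78 in RNA-seq, Slc26a7 2.17 and 3.92, and Robo1 2.32 and 2.47. Anxa1 had -2.86 and -4.06, and Unc5b -2.28 and -4.66. Aspn had no count in Tag-seq and was lower in VMP in RNA-seq (-1.95), but not in the summed single cells (0.72).

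Across the 10280 transcripts with at least 50 counts in the summed cells, their log2 ratio had a Pearson r of 0.154 with Tag-seq and 0.290 with RNA-seq. Transcripts are not independent replicates.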
